# A Single-Cell Transcriptional Roadmap of the Mouse and Human Lymph Node Lymphatic Vasculature

**DOI:** 10.3389/fcvm.2020.00052

**Published:** 2020-04-30

**Authors:** Menglan Xiang, Rubén Adrián Grosso, Akira Takeda, Junliang Pan, Tove Bekkhus, Kevin Brulois, Denis Dermadi, Sofia Nordling, Michael Vanlandewijck, Sirpa Jalkanen, Maria H. Ulvmar, Eugene C. Butcher

**Keywords:** lymph node, lymphatic endothelial cells, single-cell RNA sequencing, trajectory inference, cross-species mapping, endothelial cell heterogeneity, computational vascular modeling

## Abstract

Single-cell transcriptomics promise to revolutionize our understanding of the vasculature. Emerging computational methods applied to high-dimensional single-cell data allow integration of results between samples and species and illuminate the diversity and underlying developmental and architectural organization of cell populations. Here, we illustrate these methods in the analysis of mouse lymph node (LN) lymphatic endothelial cells (LEC) at single-cell resolution. Clustering identifies five well-delineated subsets, including two medullary sinus subsets not previously recognized as distinct. Nearest neighbor alignments in trajectory space position the major subsets in a sequence that recapitulates the known features and suggests novel features of LN lymphatic organization, providing a transcriptional map of the lymphatic endothelial niches and of the transitions between them. Differences in gene expression reveal specialized programs for (1) subcapsular ceiling endothelial interactions with the capsule connective tissue and cells; (2) subcapsular floor regulation of lymph borne cell entry into the LN parenchyma and antigen presentation; and (3) pathogen interactions and (4) LN remodeling in distinct medullary subsets. LEC of the subcapsular sinus floor and medulla, which represent major sites of cell entry and exit from the LN parenchyma respectively, respond robustly to oxazolone inflammation challenge with enriched signaling pathways that converge on both innate and adaptive immune responses. Integration of mouse and human single-cell profiles reveals a conserved cross-species pattern of lymphatic vascular niches and gene expression, as well as specialized human subsets and genes unique to each species. The examples provided demonstrate the power of single-cell analysis in elucidating endothelial cell heterogeneity, vascular organization, and endothelial cell responses. We discuss the findings from the perspective of LEC functions in relation to niche formations in the unique stromal and highly immunological environment of the LN.

## Highlights

Computational alignments (“trajectories”) predict LN LEC organization *in situ*, revealing a continuum of phenotypes punctuated by specialized clusters.

Multiple intermediate phenotypes suggest LEC malleability.

Gene profiles define niche-specific functional specialization.

Medullary sinus LECs are comprised of Ptx3-LECs and Marco-LECs.

- Distinct mechanisms for pathogen interactions and matrix modeling.
- Ptx3-LECs: paracortical and central medullary sinuses near hilus; enriched for genes driving lymphangiogenic responses and lymphocyte egress.
- Marco-LECs: peri-follicular medullary sinuses; macrophage-associated genes, complement and coagulation cascade.

Niche-specific responses to inflammation.

- IFN gene responses in SCS floor and medullary sinus LECs.
- Suppression of LEC identity genes in responding subsets.

Conserved and unique LEC subsets and gene programs across species.

- Core subsets common to mouse and human.
- Greater diversity of subsets and intermediates in human LN LECs.

## Introduction

Lymph nodes (LNs) serve as hubs for the interaction and communication between tissue-derived and blood-derived immune cells (1). Integrated along the large collecting lymphatic vessels, they are vital sensors of tissue damage, constantly sampling the incoming lymph (2). The LN comprises a complex network of lymphatic sinuses surrounding a dense parenchyma, which mainly consists of immune cells but also specialized blood vessels and a network of mesenchymal cells (1–3). Segregated B cell (cortex) and T cell (paracortex) areas characterize the LN architecture (4). It is well-established that the LN stromal cells play a central role in maintaining both this structure and the immunological functions of the LN, providing chemotactic cues, cytokines, and a structural reticular framework that guide immune cell positioning, migration, survival, and activation [reviews: (3, 5)]. Single-cell sequencing has enabled delineation of nine distinct clusters of murine LN mesenchymal cell phenotypes (6) underlining the complexity needed to maintain the LN structure and coordinate immunity.

The lymphatic vasculature is the first structural component of the LN encountered by incoming lymph-borne molecules or cells. Recent studies have revealed an intriguing regional specialization and cellular heterogeneity that characterize the LN lymphatic endothelium and differentiate the LN lymphatic endothelial cells (LECs) from LECs in peripheral lymphatic vessels (7–12). Subset-specific markers with functional implications include the atypical chemokine receptor ACKR4 (also known as CCRL1), specifically expressed by the LEC layer that forms the ceiling (cLECs) of the subcapsular sinus (SCS) (9), where lymph enters from the afferent collecting vessels. ACKR4 is a scavenger receptor for the homeostatic chemokines CCL19, CCL21, and CCL25 (13) and controls entry of tissue-derived dendritic cells (DCs) into the LN through controlling the formation of CCL21 chemokine gradients across the SCS (9). Leukocyte entry occurs primarily through the SCS floor LECs (fLECs), which in mouse express the mucosal vascular addressin cell adhesion molecule 1 (MAdCAM-1) (7, 14) among other adhesion and attractant molecules that can control leukocyte transmigration (7, 15). The SCS also functions as a physical barrier and gateway, enabling size-restricted access of antigens to the LN parenchyma (16): the glycoprotein plasmalemma vesicle-associated protein (PLVAP), together with cLEC-expressed caveolin 1 (CAV1) (10), form sieve-like diaphragms in the transendothelial channels that bridge the SCS to the conduit system and descend from the SCS floor (10). This structural barrier is complemented by a dense network of macrophages closely associated with SCS, providing essential innate immune functions and a filtering system for pathogens (17). The SCS and medullary sinus macrophage niches in the LN were recently shown to be dependent on LEC-expressed CSF-1 (colony stimulating factor 1) (18) and receptor activator of nuclear factor κ B (RANK)/RANKL signaling between the LN LECs and SCS lining mesenchymal cells (19).

LN LECs can also directly influence adaptive immune responses, either through presentation of tissue antigens, which contributes to the maintenance of peripheral tolerance (20–22), or by serving as reservoirs for antigens (23). LN LECs express the immune-checkpoint ligand programmed death-ligand 1 (PD-L1) (also known as CD274) (7, 24), an inhibitor of T cell activation, and lack expression of co-stimulatory genes (24), which may explain their role in tolerance. PD-L1 is expressed selectively in the floor of the SCS (fLECs), cortical sinuses, and parts of the medulla (7, 24). Genes that influence the communication between LECs and their surroundings could contribute to endothelial regulation as well, and interestingly, PD-L1 expression moderates proliferation and enhances survival of LN LECs in inflammation (25). The diverse and site-specific specialization of the LN lymphatic endothelium is at least partly dependent on crosstalk with immune cells, with contributions from B cells, T cells (7, 26), and mesenchymal stromal cells (19). Hence, the LNs provide both a unique model system to explore endothelial cell interactions with their surroundings and a model for exploring endothelial diversity and phenotypic plasticity.

Our recent single-cell analysis of the human LN LECs revealed the complexity and specialization of the LN lymphatic endothelium in man (27). A detailed profiling of the mouse lymphatic endothelium and comparison of human and mouse LN lymphatic endothelium is still missing. Here we provide single-cell transcriptomic analysis of the mouse LN lymphatic vasculature. We show that computational alignments (relationships revealed by nearest neighbor trajectory inference) recapitulate key aspects of the tissue architecture and predict physical relationships between LN LECs in the tissue, illustrating the power of single-cell analysis for understanding the organization of the vascular endothelium. Cross-species analyses further allowed us to define conserved and divergent LEC phenotypes and lymphatic vascular niches. Notably, the analysis delineates two specialized subsets of medullary sinus LECs, present in both mouse and human that are distinct in gene expression and location in the LN. Using the mouse LN response to cutaneous oxazolone as a model, we show that sites of immune cell entry and exit from the LN, fLECs, and paracortical sinuses, respectively, respond rapidly to inflammation, whereas structurally important cLECs are less affected. Together, the results demonstrate the power of bioinformatic tools for elucidating endothelial cell heterogeneity, physical relationships, and cellular responses in complex vascular beds, and provide a basis for future detailed analysis of human and mouse LN LEC responses in disease.

## Results and Discussion

### Single-Cell Trajectories Model Tissue Architecture and Physical Relationships Between LN LECs

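For the 10x Genomics part of this experiment, axillary, brachial and inguinal LNs were pooled from 25 to 30 mice per group, aged 8 to 12 weeks for C57BL/6 and 6 to 8 weeks for BALB/c. Each group gave 1 library. In this droplet method every captured transcript carries a unique molecular identifier (UMI), so that a count stands for a molecule and not for its amplified copies. The authors made the counts with Cell Ranger on the mouse reference genome and gated the LECs by hand on *Pdpn* and CD31. The deposited matrices, labelled as raw read counts, list whole-number counts of 31055 genes in these cells alone, and were read as UMI counts. The C57BL/6 library holds 3196 cells with 8998564 UMIs, and the BALB/c library 1056 cells with 4568644 UMIs. A C57BL/6 cell had a median of 2556 UMIs (range 711 to 10150) and 1234.5 genes, and a BALB/c cell 4250.5 UMIs (756 to 12291) and 1708.5 genes. A gene's level in a class of cells is given in CPM, its UMIs summed over the cells of the class per 1000000 UMIs of all genes in those cells. With 1 library per group the cells are not replicates, and no test between groups or classes was made. Ranges in parentheses beside a level, ratio or share are 95% intervals from the exact Poisson or binomial distribution, and they cover counting error only.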

To assess the heterogeneity of the lymphatic vasculature and the relationships between lymphatic vascular niches, we analyzed lin^−^ podoplanin (PDPN)^+^ CD31^+^ cells from mouse peripheral LNs (i.e., axillary, brachial and inguinal) by single-cell RNA sequencing (scRNA-seq) using the 10x Genomics system (Figure 1A). An independent set of LN LECs was sorted as single cells and subjected to SMART-seq2 analysis (28) (Figure 1A). *Prospero homeobox protein 1* (*Prox1*) was used as a pan-LEC marker in the analysis (29). Blood endothelial cells (*Flt1*^+^*Ly6c1*^+^), immune cells (*Cd45*^+^), and pericytes (*Pdgfra*^+^ or *Pdgfrb*^+^) were identified by marker gene expression and excluded from further analysis. 

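The C57BL/6 library was clustered into 8 clusters of cells. None was named for blood endothelial cells, immune cells or pericytes by lists of 6, 8 and 7 markers, and none of the 7 clusters of the BALB/c cells was either. Cluster 3 of the C57BL/6 library, with 423 cells, had the blood endothelial markers *Emcn* and *Cd34* among its 10 leading genes, behind *Cryab*, *Ccl7* and *Ccl2*. Over all C57BL/6 cells, the lymphatic genes *Prox1*, *Pdpn* and *Pecam1* (CD31) had 228, 128 and 297 CPM.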

We used a combination of unsupervised clustering and graph-based methods to determine LEC subsets (Figure 1B; Methods).

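Clusters were formed in Seurat from the 2000 most variable genes, after 64 genes that the paper's statements name, or that tell the sexes apart, had been left out, so that their levels could be read without having shaped the clusters. The BALB/c cells were clustered together with those of the oxazolone library after alignment by canonical correlation. Clusters were named from short lists of markers. The lists were *Ackr4*, *Cav1*, *Fabp4*, *Btnl9*, *Cdh13*, *Gja4*, *Nudt4* and *Nts* for cLECs, *Madcam1*, *Msr1*, *Itga2b*, *Coch*, *Mmp9*, *Clu* and *Relb* for fLECs, *Marco*, *Clec4g*, *Il2rg*, *Csf2rb*, *Ltbp2*, *Tspan7* and *C2* for Marco-LECs, *Ptx3*, *Itih5*, *Npr1*, *Mgll*, *Stxbp6* and *Sned1* for Ptx3-LECs, and *Cldn11*, *Esam*, *Gata2*, *Itga9*, *Neo1* and *Scg3* for valve LECs. A name needed at least 3 markers at 1.5-fold or more over the other cells and at 50 CPM or more, and went to the class with the largest share of its markers raised. A cluster that also had 50% of the markers of a class leading no other cluster was left unnamed. The levels of these markers follow in part from the naming and are no evidence for the classes. Classes are called cLEC-like, fLEC-like and so on, because the paper's own labels per cell were not used here. The rule was set after the clusters had been seen, and 3 versions of it were tried. In both strains they differ in the name of 1 cluster, which had markers of cLECs and of valve LECs and was left unnamed. Scrublet called 4 doublets (0.125% of cells) in the C57BL/6 library and 14 (1.33%) in the BALB/c library, and none was removed.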

**Figure 1:**
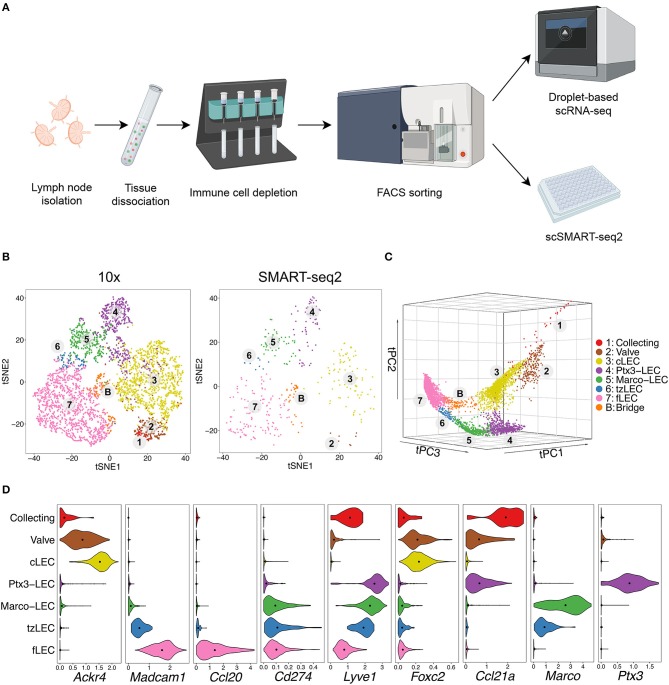
Mouse LN LEC subsets revealed by 10x and SMART-seq2. **(A)** Experimental workflow. Mouse peripheral LNs were isolated and dissociated into single-cell suspensions. Hematopoietic cells were MACS-depleted, and EC (lin^−^CD31^+^) were FACS-sorted for single-cell sequencing using the droplet-based 10x Genomics system or the SMART-seq2 workflow (figure created with BioRender.com). **(B)** tSNE plots of 4252 LECs processed by 10x (left) and 383 LECs by SMART-seq2 (right). Cells are colored by subset. Numbers indicate the continuum of the lymphatic endothelium. **(C)** tSpace analysis of single-cell trajectories depicting nearest neighbor alignments of LECs. **(D)** Expression of LEC subset defining genes in C57BL/6 mouse (10x). Dots indicate mean log-normalized transcript count.

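The C57BL/6 and BALB/c matrices of untreated mice hold 4252 cells together, the number the paper states for 10x. Every cell had more than 500 detected genes, with lowest values of 508 in the C57BL/6 and 506 in the BALB/c library, so the paper's minimum of 100 genes per cell removed none of them.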

In addition to gene profile-based dimensionality reduction with t-distributed Stochastic Neighbor Embedding (tSNE) (Figure 1B) and Uniform Manifold Approximation and Projection (UMAP) (see below), we used a trajectory analysis algorithm, tSpace (30), to define high dimensional nearest neighbor alignments that emphasize the continuum of cell phenotypes and reveal transitions between related cells (Figure 1C). In developing cell systems, trajectory inference methods can model developmental sequence (“pseudotime”) (30). In the resting adult vascular endothelium, they facilitate computational modeling of vessel architecture (27, 31). 

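fLEC-like cells made up 35.7% (34.0 to 37.4%) of the C57BL/6 library and 35.1% (32.3 to 38.1%) of the BALB/c library. The shares of Marco-LEC-like cells were 9.95% (8.93 to 11.0%) and 11.9% (10.0 to 14.0%), and those of Ptx3-LEC-like cells 5.85% (5.06 to 6.72%) and 32.3% (29.5 to 35.2%). Clusters 1, 2 and 3 of the C57BL/6 library carried cLEC markers and held 15.2%, 14.0% and 13.2% of its cells. In BALB/c, cluster 2 carried them, with 11.8% (9.95 to 13.9%). Cluster 4 of the C57BL/6 library, fLEC-like with 407 cells, was led by *Ccl5* and had a median of 1698 UMIs per cell. The fLEC-like clusters 0 and 4 also had 6 and 4 of 7 Marco-LEC markers raised. The unnamed cluster with cLEC and valve markers held 6.07% of C57BL/6 and 5.78% of BALB/c cells. A further unnamed cluster of 32 cells was found in BALB/c alone. At a clustering resolution of 0.4 in place of 0.8 no BALB/c cluster was Marco-LEC-like, and neither was one with the BALB/c libraries merged without alignment, where 575 untreated cells were Ptx3-LEC-like and 3 cLEC-like. Each strain is 1 library, so strain and library cannot be separated. The Ptx3-LEC-like classes of the 2 strains also differed in markers. BALB/c cells of this class had 72.2 CPM of *Ptx3* and 83.6 of the cLEC marker *Ackr4*. The C57BL/6 levels were 9.30-fold and 0.140-fold as high. Cells of other classes in the BALB/c class cannot be excluded, so its share and levels may not describe the same population.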

Subsets and alignments were shared in mice with different genetic backgrounds (C57BL/6 and BALB/c) (Figure S1A). 

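*Xist*, on chromosome X from 103460366 to 103483254 of the GRCm38 assembly, is transcribed from the inactive X chromosome of female cells. Cells with *Xist* UMIs and none of the Y-linked genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* were called female, and the reverse male. In the C57BL/6 library 2093 cells were called female and 317 male, and male cells were 13.2% of those called (11.8 to 14.6%). In the BALB/c library these numbers were 337 and 367, with 52.1% male (48.4 to 55.9%). A further 762 C57BL/6 and 318 BALB/c cells had UMIs of neither kind. With the calls restricted to cells of at least 3000 UMIs, the male share of the C57BL/6 library rose to 16.5%. Across genes, the summed profiles of female and male cells of the same class had a Pearson correlation of 0.978 in cLEC-like, 0.981 in fLEC-like, 0.953 in Marco-LEC-like and 0.935 in Ptx3-LEC-like cells of C57BL/6. The lowest of the 4 classes in BALB/c had 0.951. Genes are not independent replicates, so these correlations describe similarity and are not a test.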

Cells from both male and female mice were represented in the dataset and comprised similar phenotypes (Figure S1B). However, the study was not designed or powered to examine strain- or sex-dependent differences in LN LECs, and these remain to be further explored.

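*Ackr4* and *Madcam1* were among the markers that named the clusters, and *Ccl20* was not. *Ccl20* lies on chromosome 1 from 83116766 to 83119167. In the C57BL/6 library it had 2147 CPM (2099 to 2196) in fLEC-like cells and 89.2 in Marco-LEC-like cells, the next highest class, a ratio of 24.1 (19.1 to 30.8). The alternative that moved this ratio most was the other strain, since in BALB/c it was 120.1 (70.2 to 226). Of 44 contrasts between classes taken from the paper's statements, 43 had the stated direction in C57BL/6 and 41 in BALB/c. The interval lay above 1 in 40 and 37 of them.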

Our analyses identified major clusters representing LN cLECs and fLECs based on the expression of known SCS ceiling marker *Ackr4* (9) as well as SCS floor markers *Madcam1* (7, 14) and the chemokine *Ccl20* (15, 27) (Figure 1D and Figure S1C). Candidate valve-related LECs display high expression of known lymphatic valve markers, including the transcription factor *Forkhead box protein C2* (*Foxc2*) (32) (Figure 1D and Figure S1C). 

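*Foxc2* lies on chromosome 8 from 121116171 to 121118895. No cluster was named for valve LECs. The unnamed cluster with 6 of 8 cLEC markers and 3 of 5 detected valve markers (cluster 6 of C57BL/6, 194 cells) had 84.8 CPM (58.7 to 119) of *Foxc2*, and its BALB/c counterpart (cluster 4, 61 cells) 267 CPM (199.6 to 349).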

A minor cluster, most apparent in tSpace projections (Figure 1C) and associated with valve, expressed higher levels of peripheral lymphatic vessels markers including *lymphatic vessel endothelial hyaluronan receptor 1* (*Lyve1*) and the chemokine *Ccl21*, together with lower expression of *Foxc2* compared to the candidate valve LECs (Figure 1D). This population likely represents collector or pre-collector LECs (2, 32). These subsets were poorly represented in our data and we discuss them in the context of the architecture of LN LECs, but exclude them from detailed differential gene expression analyses below. 

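The same unnamed cluster of C57BL/6 had 252 CPM (205 to 306) of *Lyve1* and 3173 CPM (3001 to 3353) of *Ccl21a*, and its counterpart in BALB/c 201 and 1328. *Igfbp5*, *Ccl21a* and *Npy* led it in C57BL/6. Candidate valve LECs and the minor cluster beside them were not separated at this resolution. *Ccl21a*, on chromosome 4 from 42772860 to 42773993, has close paralogs, and reads shared between them can be lost from its count.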

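In C57BL/6, 318 cells were Marco-LEC-like, with 6 of 7 markers raised, and 187 were Ptx3-LEC-like, with 5 of 6. *Lyve1*, which named neither class, was 4.14-fold (3.83 to 4.47) higher in the lower of these classes than in the higher of the cLEC-like and fLEC-like classes. In BALB/c, with 126 Marco-LEC-like and 341 Ptx3-LEC-like cells, this ratio was 3.25 (2.86 to 3.71).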

Unsupervised clusters separate *Lyve1* high candidate medullary sinus LEC into two subsets, referred to here as Ptx3-LECs (*Ptx*3^+^) and Marco-LECs (*Marco*^+^) (Figure 1D and Figure S1C).

Alignment of LECs in tSpace visualization recapitulates known connections within the complex lymphatic endothelial network in LN and reveals previously unappreciated relationships as well as intermediate, putative transitional phenotypes. In addition to the subsets identified by clustering, we highlight two transitional populations here, for discussion below. Transition zone tzLECs comprise a link between fLECs and Marco-LECs in tSpace (Figure 1C). Additionally, a minor “bridge” population (B) aligns along a direct path between fLECs and cLECs in tSpace projection (Figure 1C). As emphasized by numbering of subsets in Figure 1C and illustrated schematically in **Figure 5A**, trajectories starting from candidate collecting LECs (1) lead prominently to valve (2) and to SCS ceiling LEC (3), consistent with their known physical connections. cLECs branch to fLECs through the bridging population (B) but also transition prominently to Ptx3-LECs (4), Ptx3-LECs to Marco-LECs (5), and Marco-LECs via tzLECs (6) to fLEC (7) along a phenotypic sequence or path that is well-represented in all LEC datasets here.

### *In situ* Localization of LN LEC Subsets

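*Lyve1*, which encodes a hyaluronan receptor and lies on chromosome 7 from 110850607 to 110863239, had 35.2 CPM (29.6 to 41.7) in cLEC-like cells of C57BL/6. The level was 388 in fLEC-like, 1607 in Marco-LEC-like and 2326 in Ptx3-LEC-like cells. fLEC-like over cLEC-like cells gave a ratio of 11.0 (9.23 to 13.2). In BALB/c the order of these classes was the reverse, with 592 in cLEC-like and 452 in fLEC-like cells, a ratio of 0.764 (0.669 to 0.875). The BALB/c cLEC-like cells also had 422 CPM of *F8* and 124 of the Marco-LEC marker *Clec4g*. The C57BL/6 levels were 0.161-fold and 0.0419-fold as high. Cells of other classes among them cannot be excluded. In the oxazolone library of the same strain the *Lyve1* ratio was 2.05 (1.67 to 2.54).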

To define LEC subsets and their niches *in situ*, we carried out immunofluorescence staining using antibodies to subset differentiating markers predicted from gene expression (Figure 1D) in inguinal LNs of *Prox1-GFP* reporter mice (33), where all LECs express the fluorescent reporter GFP (Figure 2). scRNA-seq predicts that LYVE-1 is absent in cLECs and low in fLECs, but is highly expressed in Marco-LECs and Ptx3-LECs (Figure 1D). Staining for LYVE-1 highlights the cortical, paracortical, and entire medullary region of mouse inguinal LN (Figures 2A,B). 

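*Cd274* lies on chromosome 19 from 29367455 to 29388095 and was sparse, with 129 UMIs in all fLEC-like cells of C57BL/6 and 7 in all Ptx3-LEC-like cells. The levels were 36.7 CPM in fLEC-like (30.6 to 43.6), 33.9 in Marco-LEC-like and 16.3 in Ptx3-LEC-like cells (6.57 to 33.6). Marco-LEC-like over Ptx3-LEC-like cells gave 2.08 (0.883 to 5.65), an interval that includes 1 at this depth. The ratio in BALB/c was 3.07 (1.40 to 6.99).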

Expression of *Cd274* (Figure 1D), which encodes the immune checkpoint inhibitor PD-L1, distinguishes fLECs, Marco-LECs, and tzLECs (*Cd274*^high^) from Ptx3-LECs (*Cd274*^low^) (Figure 1D and Figure S1C). Co-immunostaining of PD-L1 and LYVE-1 shows that PD-L1 expression defines the fLECs and discrete regions of LYVE-1^high^ medullary sinus LECs that are distant from the hilus (Figure 2A). Expression of *Marco*, which encodes the scavenger receptor Macrophage Receptor with Collagenous Structure (MARCO), is highly selective for Marco-LECs (Figure 1D): MARCO is a known medullary sinus marker in human LN (27, 34). We show that MARCO expression pattern in the mouse LN medulla selectively overlaps with that of PD-L1 (Figure 2B). Conversely, *in situ* hybridization for *Ptx3* (RNAscope) specifically outlines the central medullary sinuses with particularly strong signals in the paracortical cords (Figures 3A,B), overlapping with the area of LYVE-1^high^ PD-L1^−^ MARCO^−^ cords outlined by protein staining (Figure 2). Co-staining of MARCO and the B-cell marker B220 shows that MARCO^high^ regions start from the cortical areas (defined based on presence of B-cell follicles) and extend into the peri-follicular medulla of both inguinal and popliteal LNs (Figure S2). The PD-L1^−^, MARCO^−^ sinuses (Ptx3-LECs) are instead associated with a network of scattered B lineage cells (Figure S2), a typical feature of the medullary region in the LN, where the lymphatic cords are surrounded by plasma cells (4, 35). Trajectory analysis predicts that Ptx3-LECs are contiguous with the SCS ceiling (Figure 1C), which is also evident along the efferent side of the LN where the LYVE-1^−^ outermost endothelial layers (cLECs) connect to the LYVE-1^+^ cords (i.e., Ptx3-LECs) (Figure S3).

**Figure 2:**
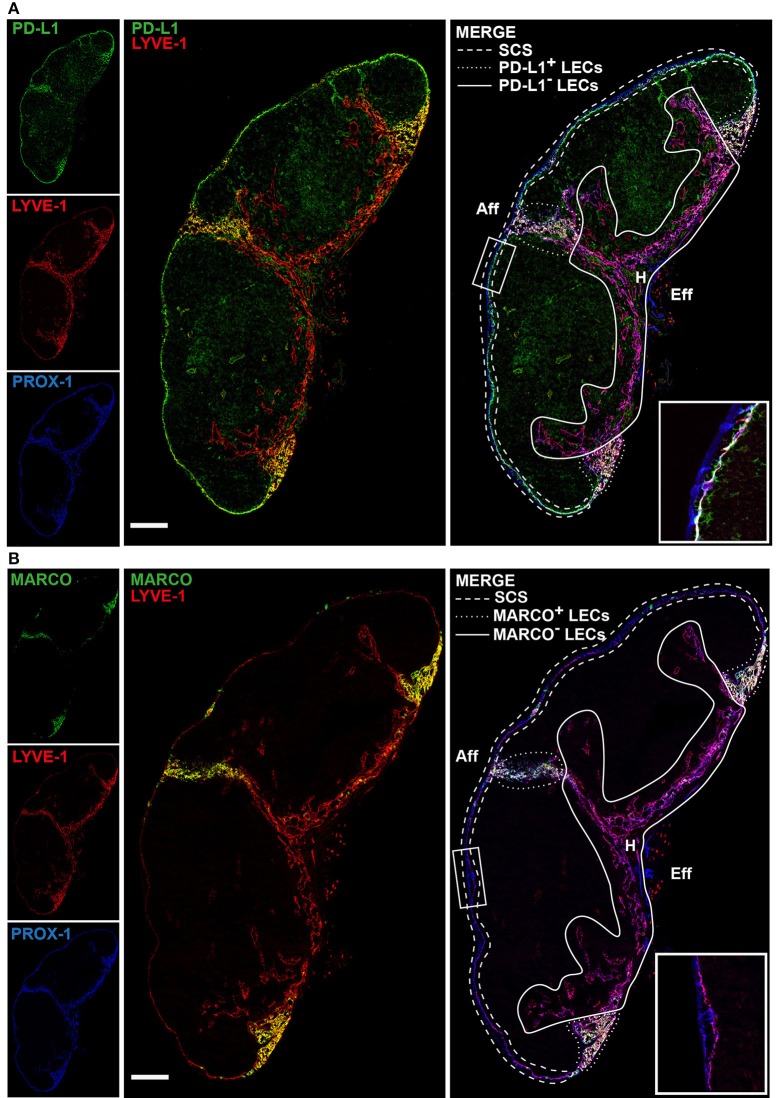
*In situ* mapping of lymph node LEC subsets. Sections of an inguinal LN from *Prox1-GFP* transgenic mouse. Immunoreactivity to PROX-1 (i.e., GFP) (blue), LYVE-1 (red) and either PD-L1 **(A)** or MARCO **(B)** (green). White lines indicate the different spatial location of lymphatic vascular niches: SCS LECs (dashed line); PD-L1^+^ **(A)** and MARCO^+^ **(B)** medullary sinuses (dotted line); PD-L1^−^ **(A)** and MARCO^−^ **(B)** medullary sinuses (solid line). The LN hilus (H), the afferent (Aff) and efferent (Eff) side of the LN are marked. Scale bar = 200 μm. Insets show the SCS in higher magnification. Data are representative of three or more independent experiments.

**Figure 3:**
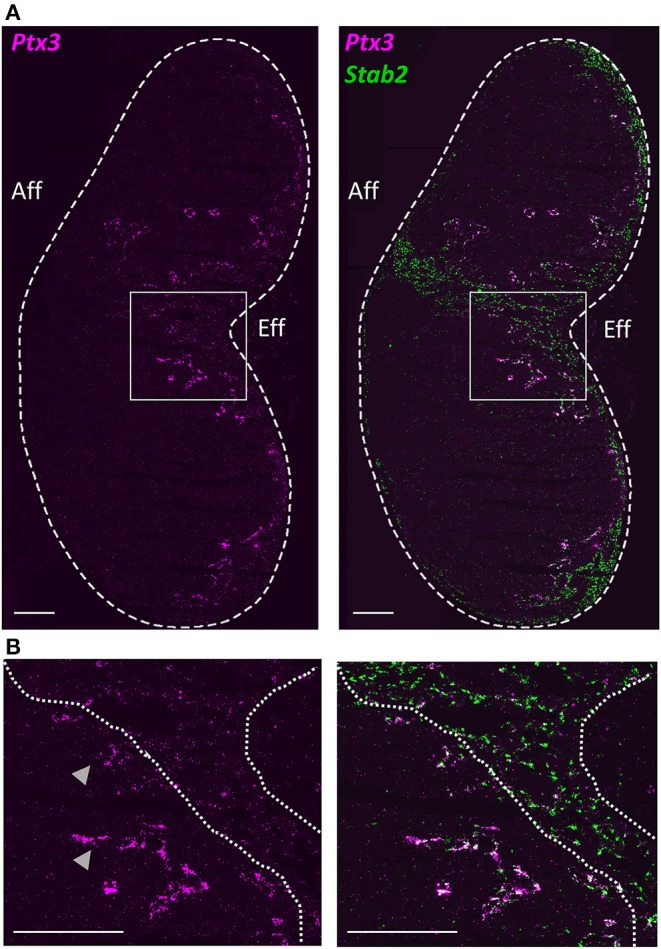
*In situ* mapping of Ptx3-LECs. *In situ* hybridization (RNAscope-ISH) detection of *Ptx3* and *Stab2* in mouse inguinal LN. **(A)** Left panel: overview of *Ptx3* (magenta) distribution across the LN. Dotted line shows the outline of the LN. Right panel: *Ptx3* (magenta) shown together with *Stab2* (green), a shared marker for Ptx3- and Marco-LECs. **(B)** Region of interest (ROI) (white boxed area) in **(A)**. Gray arrowheads indicate *Ptx3*^high^ paracortical cords. Area between dotted lines indicates *Ptx3*^intermed^ cords in the central medullary sinus. Scale bars = 200 μm.

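Cells of the fLEC-like and Marco-LEC-like classes were placed on a line between the mean profiles of these classes, from 0 at the fLEC-like to 1 at the Marco-LEC-like end, with *Madcam1*, *Ccl20*, *Marco* and *Lyve1* left out of the line. Positions from 0.35 to 0.65 were taken as intermediate. In C57BL/6 110 of 1459 cells were intermediate, 7.54% (6.24 to 9.02%), and in BALB/c 27 of 497, 5.43% (3.61 to 7.81%). The width of this window moved the shares most, to 14.7% and 10.1% for positions from 0.25 to 0.75. In 5 bins from the fLEC-like to the Marco-LEC-like end of the C57BL/6 line, with the intermediate cells as the middle bin, *Madcam1* had 1175, 549, 399, 121 and 20.9 CPM and *Ccl20* 3050.3, 704, 209.8, 232 and 10.5. Over the same bins *Marco* had 3.18, 47.4, 193, 1734 and 4922 and *Lyve1* 290.4, 508, 901, 1260.3 and 1868. In BALB/c *Marco* had 37.1, 265, 1937, 2817 and 1249 along the line, so that the intermediate bin lay above the Marco-LEC-like end. Without the cells called doublets the shares were 7.48% in C57BL/6 and 4.30% in BALB/c, where 21 of 488 cells were left. The classes at the ends were named with *Madcam1* and *Marco* among their markers.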

As noted above, trajectory analysis predicts a close relationship between Marco-LECs and fLECs, and identifies a transitional population tzLECs between them. tzLECs are characterized by variable and often intermediate expression of fLEC (e.g., *Madcam1* and *Ccl20*) and Marco-LEC associated genes (e.g. *Marco* and *Lyve1*) (Figure 1D). Histologic analysis identifies a region of LECs between fLECs and Marco-LECs that displays expression patterns consistent with this transitional phenotype. Cells of this phenotype can be observed between the fLECs and Marco-LECs in the region between the bilateral lobes of the inguinal LN and at the LN margins, where the lining cells display reduced MAdCAM-1 compared to the majority of fLEC and increasing levels of LYVE-1 (Figure 4). Few if any genes are specific to tzLECs (i.e., not shared with fLECs or Marco-LECs), and unbiased non-negative matrix factorization does not identify a gene set specific to the subset (data not shown). Thus, the tzLECs highlighted here are part of a continuum between fLEC and Marco-LEC populations, defining an area of vascular zonation. Consistent with computational predictions, the results favor a model in which Marco*-*LECs occupy the perifollicular medulla in association to the LN cortex, with the transitional phenotype tzLECs bridging them to the SCS floor (Figure 5A).

**Figure 4:**
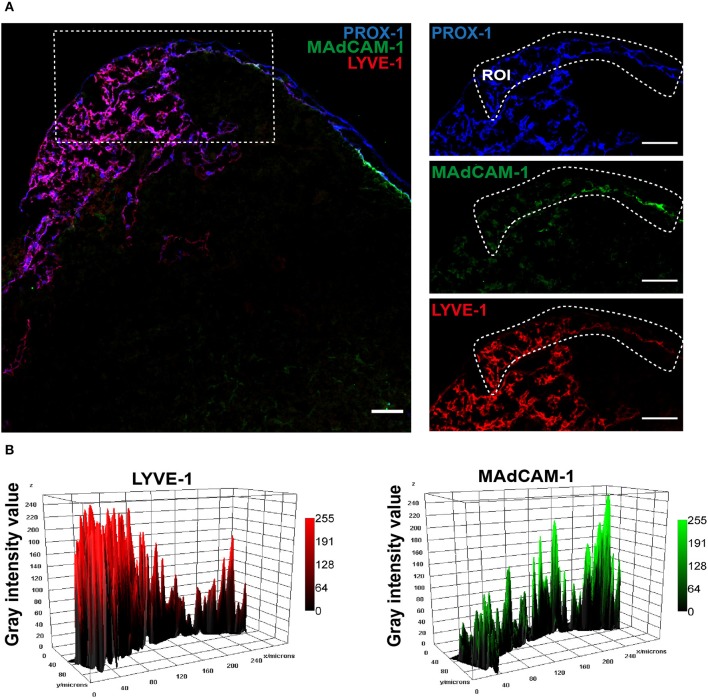
Transition zone (tz): LECs bridging fLECs and Marco-LECs. **(A)** Confocal microscopy of inguinal LN from *Prox1-GFP* transgenic mouse. Immunoreactivity to PROX-1 (i.e., GFP) (blue), LYVE-1 (red) and MAdCAM-1 (green). Region of interest (ROI) is indicated. **(B)** Gray value intensity across the ROI for LYVE-1 (Marco-LEC marker) and MAdCAM-1 (fLEC marker) displaying decreasing or increasing expression along a path from the peri-follicular medullary sinuses to the SCS floor, respectively. Scale bar = 50 μm.

**Figure 5:**
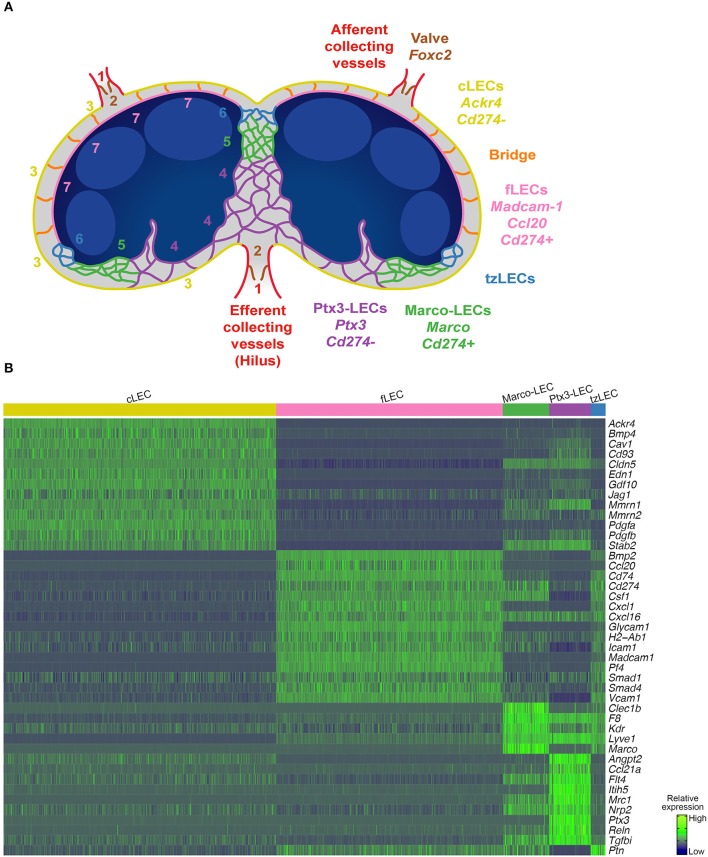
Mouse LN subsets and differently expressed genes (DEGs). **(A)** Cartoon showing the interconnections of LN LEC subsets related to tSpace alignments (Figure 1) and *in situ* mapping (Figures 2–4). **(B)** Heatmap of selected DEGs in the C57BL/6 mouse (10x) LN LEC subsets. Values are imputed log counts (row scaled).

Hence, we have demonstrated the organization of LEC *in situ*, with SCS ceiling converging on Ptx3-LECs, Ptx3-LECs to Marco-LECs and tzLECs, then leading to fLECs (Figures 2–4), which mirrors the phenotypic progression revealed by trajectory analysis (Figure 1C). A schematic of the LN LEC connections is shown in Figure 5A.

### LEC Molecular Phenotypes Correspond With Their Vascular Niches and Functions

#### The cLEC Molecular Profile Reflects Interaction With the LN Capsule

cLECs connect to afferent and efferent collecting vessels, and co-express several genes with valve-related LECs, including higher levels of *Foxc2* (36) compared to other LN subsets (Figure 1D and Figure S1C). 

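In the C57BL/6 library *Foxc2* had 91.7 CPM in cLEC-like cells and 20.1 in Marco-LEC-like cells, the highest of the other named classes, a ratio of 4.56 (2.77 to 8.07). The ratio to the highest other class in BALB/c was 5.49 (3.02 to 10.4).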

Deletion of *Foxc2* in lymphatic vessels has been shown to lead to downregulation of the cLEC marker *Ackr4*, but also to mislocation of surrounding smooth muscle cells (36). cLECs interact physically with the relatively rigid capsule that surrounds LNs. The capsule is a dense network of connective tissue and hence is a unique extracellular matrix (ECM), distinct from other parts of the LN (4). 

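For each of *Mmrn1*, *Mmrn2*, *Pdgfa*, *Pdgfb*, *Jag1* and *Edn1*, cLEC-like cells of C57BL/6 were set against the highest of the other classes named in the comparison. *Edn1* had the largest ratio, 5.72 (3.39 to 10.5), with 187 CPM in cLEC-like and 32.7 in Ptx3-LEC-like cells. *Pdgfa* followed with 4.42 and an interval above 1. *Mmrn1*, compared with fLEC-like and Marco-LEC-like cells alone, had 2.40 (2.05 to 2.82), *Jag1* 2.01 (1.37 to 3.05) and *Pdgfb* 1.92 (1.14 to 3.48). *Mmrn2* had the smallest ratio, 1.39 (1.18 to 1.65). In BALB/c all 6 ratios were above 1 in another order, with 2.40 for *Mmrn1* the largest, 1.49 for *Pdgfa* and 1.246 (1.05 to 1.48) for *Edn1* the smallest, and the interval for *Pdgfb*, 0.964 to 2.22, included 1.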

Reflecting this, cLECs are highly enriched for genes encoding ECM proteins, *Multimerin protein 1* and *2* (*Mmrn1* and *Mmrn2*), together with high levels of *Platelet-derived growth factor a* and *b* (*Pdgfa* and *Pdgfb*), *Jagged-1* (*Jag1*) (a ligand for Notch receptors on both endothelial and smooth muscle cells), and *Endothelin 1* (*Edn1*) (a vasoactive peptide and known lymphatic constrictor), proteins known to maintain interaction between endothelial cells and mural cells (37, 38) (Figure 5B and Figure S4). The capsule was recently shown to have a CD34^+^ stromal cell subset with expression of CD248 (6), a ligand for MMRN2. 

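*Cd93* had 99.8 CPM in cLEC-like and 74.7 in Ptx3-LEC-like cells of C57BL/6, against 3.98 in fLEC-like cells. *Gdf10*, on chromosome 14 from 33923587 to 33937983, had 502 in cLEC-like and 7.97 in fLEC-like cells, a ratio of 63.0 (43.4 to 95.0). *Bmp4*, on chromosome 14 from 46383520 to 46390669, had 54.9 and 1.99, a ratio of 27.6 (13.2 to 69.4). In BALB/c fLEC-like cells held 0 UMIs of *Bmp4*, and with the limit of 3 counts the level was at least 50.1-fold higher in cLEC-like cells. *Bmp2*, on chromosome 2 from 133552159 to 133562885, was highest in fLEC-like cells of C57BL/6 with 1229 CPM, 4.35-fold (3.80 to 4.99) the level in Marco-LEC-like cells. In the 55 cells between the cLEC-like and fLEC-like classes *Gdf10* had 233 and *Bmp2* 655, and *Bmp4* rested on 1 UMI. Some of these cells are likely doublets, which would also have levels between those of the classes.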

MMRN2 can also interact with cLEC expressed MMRN2-ligand *Cd93*, which was recently coupled to ECM fibrillogenesis in tumor blood endothelium (39). cLECs express the BMP family members *Growth differentiation factor 10* (*Gdf10*) and the *Bone morphogenic protein 4* (*Bmp4*), which differentiate cLECs from fLECs as well as bridging cells in the SCS (Figure 5B and Figures S4, S5). fLEC instead express *Bmp2* (Figure 5B and Figures S4, S5). The expression of BMPs may mediate both autocrine and paracrine signaling to the surrounding stromal and immune cells.

#### fLECs: An Immune-Active Subset

fLECs are the gatekeeper for lymph-derived immune cell entry into the lymph node parenchyma. In keeping with this role, fLECs are characterized by genes involved in immune cell adhesion including *Madcam1, Icam1, Vcam1*, and *Glycam1*, supporting active immune cell migration (Figures 1D, 5B and Figure S4). These adhesion receptors may also help retain the closely associated SCS macrophages (17). fLECs are also enriched for chemokines, including the known fLEC marker *Ccl20* (CCR6 ligand) (15, 27) but also *Cxcl1* (CXCR2 ligand) (Figures 1D, 5B and Figure S4). 

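Among the adhesion genes, *Glycam1* had 10355 CPM in fLEC-like cells of C57BL/6, 17.6-fold (16.1 to 19.4) the level in Marco-LEC-like cells, the next class. *Vcam1* had 990.01, a ratio of 1.65 (1.50 to 1.82) over the next class, and *Icam1* 262, a ratio of 1.255 (1.06 to 1.49). The ratios in BALB/c were 19.0 for *Glycam1*, 1.51 for *Vcam1* and 1.33 for *Icam1*, each with an interval above 1. *Madcam1* was a naming marker.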

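*Cxcl1* had 1495 CPM in fLEC-like and 469 in Marco-LEC-like cells of C57BL/6, a ratio of 3.19 (2.87 to 3.55), and a ratio of 3.35 (2.83 to 4.00) in BALB/c.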

CCL20 has been linked to innate lymphoid cell (ILC) trafficking across the SCS (15) and may affect the cross-talk between CCR6-positive DCs and LECs in antigen presentation (40). CCL20 could also influence B cell homeostasis, as memory B cell precursors are distinguished by high CCR6 expression in lymphoid organs of both mouse and man (41) and are closely associated to the SCS (42). CXCL1 may instead contribute to neutrophil migration and recruitment (43). fLECs and Marco-LECs, both macrophage-rich niches (17), share high expression of *Csf1* (Figure 5B and Figure S4), and fLECs express *Platelet factor 4* (*Pf4*) (also known as CXCL4) (Figure 5B and Figure S4). 

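*Csf1* had 443 CPM in fLEC-like and 447 in Marco-LEC-like cells of C57BL/6, the lower of which was 2.69-fold (2.45 to 2.95) the level in cLEC-like cells. *Pf4* was 6.08-fold (4.65 to 8.08) higher in fLEC-like cells than in the next class. In BALB/c these ratios were 1.90 (1.53 to 2.38) and 2.64 (2.27 to 3.07).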

CSF-1 and CXCL4 both regulate monocyte and macrophage functions (18, 44) and LEC-derived CSF-1 is required to maintain the LN macrophage niches (18). As mentioned earlier, *Bmp2* is specifically expressed by fLECs (Figure 5B and Figures S4, S5) that are also enriched for both *Smad1* and *Smad4* (Figure 5B and Figure S4) suggesting a role for BMP-signaling in fLEC homeostasis.

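*Smad1* had 329 CPM in fLEC-like and 310.3 in Ptx3-LEC-like cells of C57BL/6, a ratio of 1.06 (0.886 to 1.28), so that a difference between these classes was not detectable at this depth. In BALB/c the ratio to the next class was 1.23 (1.05 to 1.46). *Smad4* had ratios of 1.92 (1.37 to 2.74) in C57BL/6 and 2.52 (1.75 to 3.75) in BALB/c.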

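*Cd74*, on chromosome 18 from 60803848 to 60812652, had 1109 CPM (1074 to 1144) in fLEC-like cells of C57BL/6 and 494 in Marco-LEC-like cells, a ratio of 2.25 (2.02 to 2.497). The BALB/c cells gave 6.54 (5.40 to 8.00).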

Another distinguishing feature of fLECs is their expression of *CD74* (Figure 5B and Figure S4), the MHC class II-associated invariant chain. CD74 is involved in the formation and transport of MHC class II-antigen complexes (45). Together with high levels of *H2-Ab1* (Figure 4B and Figure S4), this supports a major role of this subset in LN LEC-mediated antigen presentation. Together with the high expression of PD-L1 (*Cd274*) in fLECs (Figures 2, 5B and Figure S4), and given that antigens are continuously transported from afferent lymphatics into the SCS, this places the fLECs as the major niche for LN LEC-mediated tolerance.

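*H2-Ab1* had 194 CPM in fLEC-like cells of C57BL/6, 1.84-fold (1.46 to 2.33) the next class, and in BALB/c the ratio was 1.92 (1.48 to 2.504). From the enrichment of *Cd74* and *H2-Ab1* in fLECs, the paper reasons that this subset has a major part in antigen presentation by LECs of the LN.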

In contrast to all other subsets, fLECs and tzLECs lacks detectable expression of the scavenger receptor *Stabilin 2* (*Stab2*), a sinusoidal endothelial marker (46), and have low expression of the tight junction protein *Claudin 5* (*Cldn5*) (Figure 5B and Figures S4, S6). 

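*Stab2*, on chromosome 10 from 86841198 to 87008025, had 68 UMIs in the fLEC-like cells of C57BL/6, a level of 19.4 CPM (15.0 to 24.5). cLEC-like over fLEC-like cells gave 18.5 (14.5 to 24.0), and in BALB/c 33.6 (25.3 to 45.5). *Cldn5* had 682 CPM in fLEC-like cells, and the lowest of the other classes 2267, a ratio of 3.32 (3.13 to 3.53).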

The latter suggests that junctional properties of the fLECs differ compared to other LN LECs and may reflect requirements for the active immune migration at this site.

#### Marco-LECs: MARCO^+^ Medullary Sinus LECs

Immunofluorescence staining for MARCO in mouse inguinal LN shows that it delineates the medullary sinuses adjacent to the B cell follicles in the LN cortex (perifollicular sinuses). MARCO expression coincides with PD-L1 expression in the medullary sinuses, and is excluded from the PD-L1 negative medullary sinuses closest to the hilus (Figure 2 and Figure S2). Lymph from SCS passes through this lymphatic meshwork, abundant in macrophages that can capture lymph-borne pathogens (17, 47). While MARCO is also marker for medullary macrophages (47), a major part of the MARCO expression within the adult LN is however confined to LECs (Figure 2). MARCO expression is also abundant in human LN medullary sinuses (27, 34). In macrophages, MARCO expression facilitates phagocytic clearance by binding both gram-negative and positive bacteria (48), but its function in LECs is not known. 

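*Clec1b*, on chromosome 6 from 129397297 to 129409335, had 67.9 CPM in Marco-LEC-like cells of C57BL/6 and 1.04 in cLEC-like cells, the highest of the others, which rests on 4 UMIs and gives a ratio of 65.5 (24.1 to 249). In BALB/c the Ptx3-LEC-like cells had 82.8 and the Marco-LEC-like cells 146, a ratio of 1.77 (1.31 to 2.37).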

Marco-LECs also express the C-type lectin *Clec1b* (CLEC2) (Figure 5B and Figure S4), a ligand for podoplanin (PDPN). CLEC2 is also expressed by myeloid cells, including DCs (49), and interaction between PDPN^+^ fibroblastic reticular cells (FRCs) and CLEC2^+^ DCs has been implicated in FRC contractility and LN expansion in inflammation (49, 50). LN LEC-expressed CLEC2 may mediate both homotypic and heterotypic cell interactions, since PDPN is highly expressed by LECs and by surrounding FRCs. *Stab2* is highly expressed by Marco-LECs and Ptx3-LECs (Figure S6), and together with Ptx3-LECs they are also enriched for the *coagulation factor VIII* (*F8*) (Figure 5B and Figure S4). 

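In C57BL/6, *Stab2* had 574 CPM in Ptx3-LEC-like, 326 in Marco-LEC-like and 359 in cLEC-like cells. Marco-LEC-like over cLEC-like cells gave 0.908 (0.792 to 1.04), and in BALB/c 0.853 (0.7503 to 0.971). *Stab1* had 459.6 CPM in Ptx3-LEC-like, 307 in Marco-LEC-like, 157 in cLEC-like and 89.9 in fLEC-like cells of C57BL/6, and 434, 297, 295 and 95.5 in BALB/c. *F8*, on chromosome X from 75172715 to 75382615, had 611 in Marco-LEC-like, 583 in Ptx3-LEC-like and 149 in fLEC-like cells. The lower of the first 2 was 3.90-fold (3.34 to 4.55) the last, and in BALB/c the ratio to the highest other class was 1.29 (1.08 to 1.54).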

We previously showed that LN LECs are a major source of FVIII production (51). The present result shows that *F8* along with *Stab2* are features of medullary LEC subsets. Their co-expression may be a general feature of sinusoidal EC, since both are also characteristic of hepatic sinusoidal endothelium. FVIII forms a complex with von Willebrand factor (vWF) in plasma, a complex that is cleared by STAB2-expressing liver sinusoidal blood endothelial cells in a vWF-dependent manner (52). However, the very low expression of vWF by mouse LN LECs (51) (and data not shown) suggests that FVIII may function as a pro-coagulant factor independent of vWF, possibly promoting the formation of fibrin mesh to block the spread of pathogens such as *Staphylococcus aureus* in the medulla (53).

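*Vwf* had 62 UMIs in all cells of the C57BL/6 library, 6.89 CPM (5.28 to 8.83), and 15 UMIs in the BALB/c library, 3.28 CPM (1.84 to 5.42).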

The results show that Marco-LECs share gene expression patterns with myeloid cells, suggesting that this LEC subpopulation has a major role in innate immune functions. Interestingly, Marco-LECs and Ptx3-LECs express higher levels of *Kdr*, encoding VEGFR2, than other LN subsets (Figure 5B and Figure S4), which is discussed in further detail below.

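*Kdr* had 616 CPM in Marco-LEC-like, 408 in Ptx3-LEC-like, 306 in cLEC-like and 278 in fLEC-like cells of C57BL/6. Ptx3-LEC-like over cLEC-like cells gave 1.33 (1.13 to 1.56), and 1.28 (1.08 to 1.51) in BALB/c.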

#### Ptx3-LECs: *Ptx3^+^* Central Medulla and Paracortical Sinus LECs

*Marco*^−^ and *Pd-l1*^−^ (*Cd274*^−^) Ptx3-LECs uniquely express *Pentraxin-3* (*Ptx3*) (Figure 1D and Figure 3). They are also distinguished by expression of *Inter-*α*-trypsin inhibitor 5* (*Itih5*), *Mannose receptor C-type 1* (*Mrc1*)*, Reelin* (*Reln*) and a relative enrichment in *Lyve1* and *Stab2* (Figure 5B and Figure S4) and *Ccl21a*, in C57BL/6 mice (Figure 5B). 

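*Itih5* was a naming marker. *Mrc1* and *Reln*, left out of the clustering, had 254 and 156 CPM in Ptx3-LEC-like cells of C57BL/6, 4.93-fold (3.42 to 7.25) and 9.57-fold (5.23 to 18.9) the next class. In BALB/c these ratios were 1.67 (1.29 to 2.18) and 2.32 (1.53 to 3.62). *Ccl21a* had 844 CPM in Ptx3-LEC-like and 113 in Marco-LEC-like cells of C57BL/6, a ratio of 7.47 (5.91 to 9.51). The plot of levels by class sets 12 of the genes of both untreated libraries side by side.

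**Figure D1:**
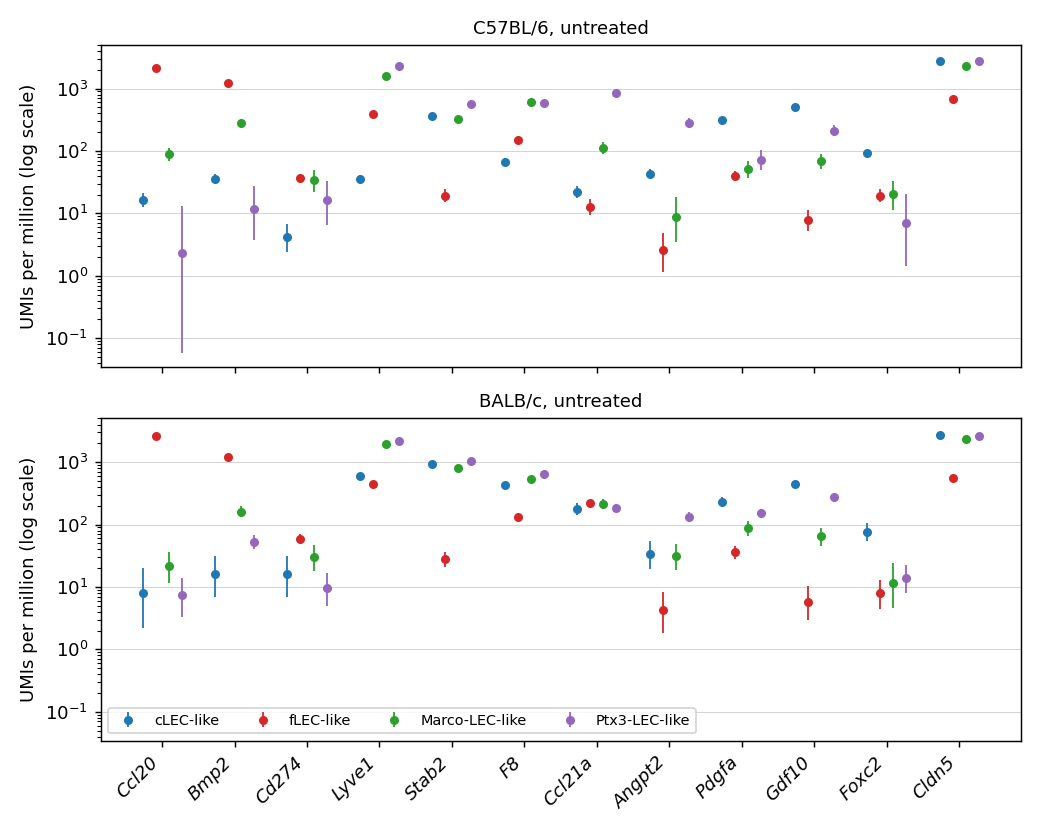
Levels of 12 genes in CPM (log axis) in cLEC-like, fLEC-like, Marco-LEC-like and Ptx3-LEC-like cells of untreated C57BL/6 (upper panel) and BALB/c mice (lower panel). Points are levels over all cells of a class in 1 library and bars are 95% Poisson intervals, which cover counting error only; *Gdf10* and *Foxc2* are highest in cLEC-like and *Ccl20* and *Bmp2* in fLEC-like cells among these classes of both strains.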

PTX3 belongs to the pentraxin family: secreted proteins with a cyclic and multimeric structure (54). They bind pathogens and damaged self-proteins, acting as soluble pattern recognition molecules that mediate activation of complement and promote phagocytosis (54). Medullary sinuses also support sustained and close interactions with long-lived plasma cells (35) and thus adaptive (antibody-based) and innate responses are likely to provide complementary defense mechanisms at this site.

Ptx3-LECs share gene expression with dermal capillary LECs, with which they share morphologic features. Both have sprout-like blind ends specialized for attracting leukocytes and fluid flow into the lymphatics (4, 55) (Figures 2, 3). *Ptx3* itself is not expressed by dermal capillary LEC in mouse, but capillary and Ptx3-LECs share *Itih5, Mrc1, Ccl21*, and *Lyve1* (56–58) (and data not shown). CCL21 mediates recruitment of CCR7^+^ dendritic cells (DCs) and T cells into dermal lymphatic capillaries (58, 59). Although in the peripheral LN Ptx3-LECs analyzed here *Ccl21* expression is relatively low (compared with levels in candidate collecting vessels in Figure 1D), it is more highly expressed in Ptx3-LEC in mesenteric LN (not shown) and in the human LN, as discussed below. Thus, CCL21 in Ptx3-LECs may contribute to leukocyte-LEC interactions and egress of CCR7^+^ cells including naïve B and T cells, possibly complementing the known role of sphingosine-1-phosphate (S1P) in this process (55, 60). Expression of the hyaluronan receptor LYVE-1 promotes the transmigration of DCs into blind-ended capillary lymphatic vessels (57). MRC-1, a known marker for subsets of macrophages, binds microorganisms and promotes phagocytosis (48). MRC-1 expression in peripheral lymphatic vessels also facilitates interaction with CD44-expressing immune cells (56), and could thus interact with activated CD44^high^ T cells in egress from the LN. Thus, the paracortical and medullary sinus Ptx3-LECs share with peripheral capillary LECs gene programs for LEC-immune cell interactions, and support lymphocyte entry into medullary sinuses and exit from the LN.

*Ptx3* itself, as well as other genes selective to Ptx3-LECs, have known or proposed roles in the extracellular matrix (ECM) (54). PTX3 binds collagen and fibrinogen-domain containing proteins, including ECM components, but also other pattern recognition molecules like C1q and ficolins (61); thus, it may amplify innate pathogen recognition mechanisms and contribute to maintenance and repair of the LN medullary environment. The Ptx3-LEC marker Reelin (*Reln*) is an extracellular matrix glycoprotein. In the periphery, Reelin is associated with the transition of peripheral capillary vessels to collecting vessels and contributes to the cross-talk between collecting vessel and surrounding smooth-muscle cells (62). ITIH5 was originally isolated in a complex with hyaluronan (63) which can stabilize the ECM (64). Notably, Ptx3-LECs also express high levels of the hyaluronan receptor LYVE-1 and ITIH-proteins have been shown to interact with PTX3 (65). This provides a possible functional link between LYVE-1, ITIH5, and PTX3 in the Ptx3-LEC niche. 

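*Tgfbi* had 658 CPM in Ptx3-LEC-like cells of C57BL/6, 2.40-fold (2.00 to 2.88) the next class, and in BALB/c the ratio was 1.33 (1.14 to 1.56).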

Ptx3-LECs are also enriched for the collagen and integrin-binding ECM protein *TGFbeta-induced protein* (*Tgfbi*) (Figure 5B and Figure S4), which is induced in LECs by hypoxia (66). Together with high levels of the ECM protein *Mmrn1* (Figure 5B and Figure S4), these genes support the notion of a highly specialized medullary ECM.

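*Mmrn1* had 733 CPM in Ptx3-LEC-like and 506 in cLEC-like cells of C57BL/6. Ptx3-LEC-like over Marco-LEC-like cells gave 3.47 (2.87 to 4.21), and 1.91 (1.62 to 2.27) in BALB/c.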

Ptx3-LECs show the highest levels of *Vascular endothelial growth factor receptor 3* (*Vegfr3*, or *Flt4*) (67) and of its co-receptor *Neuropilin 2* (*Nrp2*) (68) (Figure 5B and Figure S4), suggesting a higher responsiveness to vascular endothelial growth factor C (VEGFC) (69, 70). 

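*Flt4*, on chromosome 11 from 49609263 to 49652739, had 249.6 CPM in Ptx3-LEC-like cells of C57BL/6, and *Nrp2* 222. Their ratios to the next class were 2.07 (1.56 to 2.75) and 2.12 (1.57 to 2.89). In BALB/c they were 1.75 (1.40 to 2.21) and 1.23 (0.982 to 1.54), so that for *Nrp2* a difference was not detectable in that strain at this depth.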

VEGFC is a major driver of lymphangiogenesis in development (69) and in the adult lymphatic vasculature (71). VEGFR2 (*Kdr*), which binds both VEGFC and VEGFA (67), is also highly expressed in Ptx3-LECs, although it is most enriched in Marco-LECs. Thus, VEGFA and VEGFC may elicit niche-specific responses in medullary sinus LECs, acting differently on *Vegfr3*^high^ *Vegfr2*^intermed^ Ptx3-LECs and *Vegfr3*^intermed/low^ *Vegfr2*^high^ Marco-LECs. 

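Marco-LEC-like over Ptx3-LEC-like cells gave a *Kdr* ratio of 1.51 (1.27 to 1.80) in C57BL/6 and 1.29 (1.13 to 1.47) in BALB/c.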

Interestingly, while SCS fLEC and cLECs are established in embryogenesis (36), the medullary sinuses form by sprouting during the first two postnatal weeks (72). Thus, high *Vegfr3* (*Flt4*) in Ptx3-LEC could reflect retention of their postnatal programs for VEGFC-dependent sprouting (72), and may imbue them with the capacity to regenerate or expand rapidly in response to the requirements of LN inflammatory responses. It is well-established that it is primarily the LYVE-1^+^ medullary and paracortical sinuses that expand in response to inflammation and in tumor draining LNs (73, 74). 

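*Angpt2*, on chromosome 8 from 18690263 to 18741562, had 278 CPM (229.97 to 332) in Ptx3-LEC-like cells of C57BL/6 and 43.5 in cLEC-like cells, the next class, a ratio of 6.38 (5.00 to 8.11). In BALB/c the ratio was 3.95 (2.39 to 6.95).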

The Ptx3-LEC marker *Angiopoietin 2* (*Angpt2*) has also been linked to LEC proliferation (75, 76): it can induce lymphatic hyperplasia when overexpressed (76) and is highly expressed by newly formed lymphatic vessels in inflammation-induced lymphangiogenesis (75). Ptx3-LECs, like cLECs, but in contrast to all other parenchymal LN LEC subsets, also lack expression of PD-L1 (*Cd274*). 

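cLEC-like cells of C57BL/6 had 4.15 CPM of *Cd274* (2.37 to 6.73), and Marco-LEC-like cells 8.19-fold (4.25 to 16.3) as much. BALB/c levels were 15.9 in cLEC-like, 9.74 in Ptx3-LEC-like, 29.9 in Marco-LEC-like and 58.9 in fLEC-like cells, and the ratio of Marco-LEC-like to cLEC-like cells was 1.88 (0.776 to 4.99).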

Loss of PD-L1 is associated with increased LN LEC proliferation but also increased LEC apoptosis after inflammation (25). Thus, low PD-L1 suggest higher responsiveness not only to proliferation-inducing signals but also higher sensitivity to apoptotic cell death, the latter thought to facilitate LN contraction after inflammatory stimuli (25). Taken together, high *Vegfr3, Vegfr2, Nrp2, Angpt2*, and low *Cd274* (PD-L1) suggest a major role of Ptx3-LECs in LN remodeling.

#### A Cellular Bridge Between the SCS Ceiling and Floor

As discussed earlier, trajectory analysis not only predicts a transitional population, tzLECs, that link fLEC and Marco-LEC, but further identifies a bridge population that connects cLEC and fLEC. This bridge population is variably represented in the mouse samples (Figure 1B and Figure S1A) but is prominent in the human (see below, **Figure 10**). 

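On a line between the mean profiles of cLEC-like (0) and fLEC-like cells (1), 55 of 2497 C57BL/6 cells lay from 0.35 to 0.65, 2.20% (1.66 to 2.86%), and 3 of 496 BALB/c cells, 0.605% (0.125 to 1.76%). With positions from 0.25 to 0.75, the alternative that moved them most, the shares were 5.01% and 2.62%. Without the cells called doublets the C57BL/6 share was 2.09%, and in BALB/c 1 of 490 cells was left, 0.204%. Among the intermediate C57BL/6 cells, 10.9% (4.11 to 22.2%) had UMIs of both *Xist* and Y-linked genes, against 0.378% and 1.07% at the ends of the line. Some of them are therefore likely doublets. Doublets of 2 cells of the same sex do not show in this way.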

We plotted gene expression of cells along the path from cLEC to fLEC (Figure S5 and Figure S7A) and found that individual cells within the bridge display variable levels of cLEC and fLEC marker transcripts including *Lyve1* (Figure S7A), but overall a decreasing gradient of cLEC markers (e.g., *Ackr4* and *Cav1*) and an increasing gradient of fLEC markers (*Madcam1, Pd-l1/Cd274*) in the progression from cLEC to fLEC (Figure S7A). 

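In C57BL/6, *Ackr4* had 935, 768, 353, 20.2 and 1.15 CPM in 5 bins from the cLEC-like to the fLEC-like end, with the 55 intermediate cells as the middle bin, and *Cav1* 505, 353, 199, 22.5 and 9.97. *Madcam1* had 4.84, 21.1, 256, 462 and 1092 over the same bins and *Lyve1* 6.22, 82.1, 319, 332 and 412. *Cd274* had 3.46 and 7.03 in the first bins, 0 UMIs in the intermediate cells, and 28.5 and 40.3 in the last ones. These genes were left out of the line, but *Ackr4*, *Cav1* and *Madcam1* were among the markers that named its ends.

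**Figure D2:**
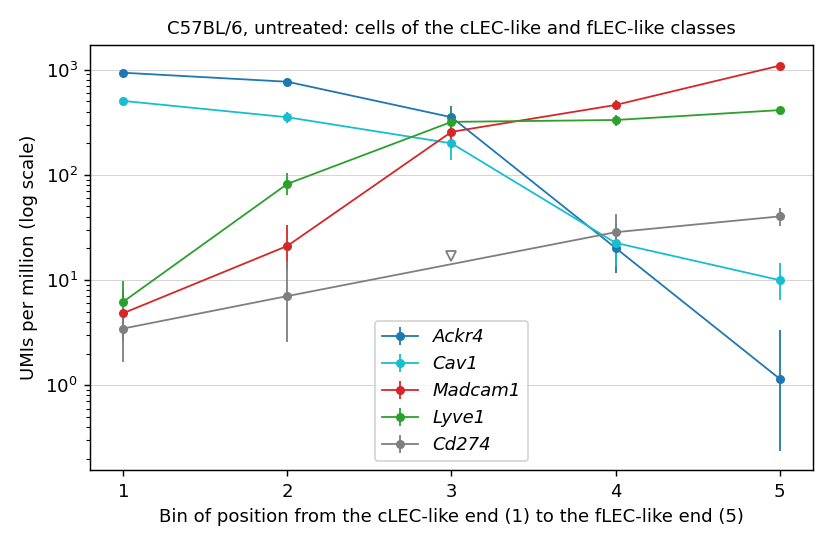
Levels of *Ackr4*, *Cav1*, *Madcam1*, *Lyve1* and *Cd274* in CPM (log axis) in 5 bins of C57BL/6 cells from the cLEC-like to the fLEC-like end of the line. Bars are 95% Poisson intervals for counting error, and an open triangle marks the limit of 3 counts where no UMI was found; *Ackr4* and *Cav1* fall along the line and *Madcam1* rises, all of them markers that named its ends.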

We speculate that these cells participate in formation of previously described “transendothelial channels,” physical bridges that link the subcapsular ceiling and floor (10, 12, 36). Immunofluorescence imaging indicate that these cords consist not only of channels (10, 36), but also nucleated LECs traversing the sinus, as indicated by nuclear staining for the lymphatic reporter *Prox1-GFP* (Figure S7B). We used immunofluorescence and *in situ* hybridization for RNA (RNAscope) to evaluate bridge cell expression of cLEC and fLEC markers (Figure S7 and Figure S5). Most bridging cells displayed defining phenotypes of cLEC (LYVE-1^−^, PD-L1^−^, MAdCAM-1^−^) or fLEC (LYVE-1^+^, PD-L1^+^, MAdCAM-1^+^) on the protein level. Cells co-expressing these cLEC and fLEC markers (as predicted for cells of the computationally defined bridge) were rare or absent (Figure S7). However, RNAscope revealed that bridging cells lack mRNA for *Bmp4* (cLEC marker) and have intermediate expression of *Bmp2* (fLEC marker), a pattern consistent with the single cell profiles of the predicted bridge (Figure S5). Although this observation provides some support for the correspondence between the physical and trajectory-inferred cellular bridges, they are far from being conclusive. An alternative possibility is that fLEC and cLEC can interconvert in response to local environmental signals, and that the transcription profiles of these “bridge” cells are snapshots of cells in process of these transitions. Further experiments are required to map the computationally defined “bridge” cells within the LN lymphatic network and to confidently identify the profiles of the *in situ* cellular links between SCS floor and ceiling.

### Niche-Specific Inflammatory Responses in LN LECs

Oxazolone (Oxa) is a chemical compound used in a prototypical model for inflammation-induced LN hypertrophy (73). 

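Oxazolone is a small reactive chemical that sensitises the skin. At 48 h after 5% oxazolone on the skin of BALB/c mice aged 6 to 8 weeks, the draining LNs of 25 to 30 mice were pooled into 1 library, sequenced by 10x and gated on LECs in the same way as the untreated BALB/c library. It holds 1373 cells with 2657176 UMIs. A cell had a median of 1847 UMIs (range 727 to 6491) and 929 genes, less than in the untreated library. Scrublet called 14 doublets (1.02%), which were kept. Of the cells whose sex was called, 8.57% (6.88 to 10.5%) were male in the oxazolone library, so that the libraries differ in the sex of their mice as well as in treatment. With 1 library per condition no test between them was possible. Each oxazolone ratio divides the CPM of a class in the oxazolone library by those of the untreated one. As a yardstick for a difference between libraries that oxazolone did not cause, the ratio of untreated C57BL/6 to untreated BALB/c cells of the same class is given beside some of them. Ratios over all genes used those with at least 10 UMIs in both groups and 50 CPM in one.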

We here chose to look at initial LEC responses 48 h after topical skin application of Oxa, before any major lymphangiogenic responses are expected. Lymphangiogenesis is a late effect in LN remodeling, peaking at 5–7 days after Oxa, or other inflammatory stimuli (25, 73, 77). 

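After alignment, 7 clusters were found over the untreated and oxazolone BALB/c libraries. Cluster 3 had 212 oxazolone and 22 untreated cells, and with the libraries weighted equally 88.1% of it came from oxazolone. It carried 5 of 7 fLEC markers, was led by the interferon-induced genes *Cxcl9*, *Ifit2*, *Mx1* and *Cxcl10*, and is called Ox1-like. No cluster with at least 80% of its cells from oxazolone was named for Ptx3-LECs, so that no Ox2-like cluster was found, and the 247 oxazolone cells of the Ptx3-LEC-like class were compared with its 341 untreated cells. Cluster 6 had 108 oxazolone and 32 untreated cells (72.2% oxazolone when weighted), was led by *Rsad2* and the cell cycle genes *Pclaf*, *Ccnb2* and *Birc5*, and stayed unnamed. The unnamed cluster with cLEC and valve markers held 9.47% of the oxazolone cells. Other classes of the oxazolone library were fLEC-like with 45.3% (42.6 to 48.0%), cluster 3 included, cLEC-like with 14.9% (13.0 to 16.9%), Marco-LEC-like with 4.52% (3.48 to 5.75%) and Ptx3-LEC-like cells with 18.0% (16.0 to 20.1%). Treatment and library cannot be separated, and a cluster mostly from 1 library can be a property of that library. The untreated Ptx3-LEC-like cells had 83.6 CPM of the cLEC marker *Ackr4* beside 72.2 of *Ptx3*, so this class may be mixed.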

We aligned LEC of the Oxa-treated mouse with the untreated control of the same genetic background and observed two new subsets, termed Ox1 and Ox2, in the immunized group (Figure 6A).

**Figure 6:**
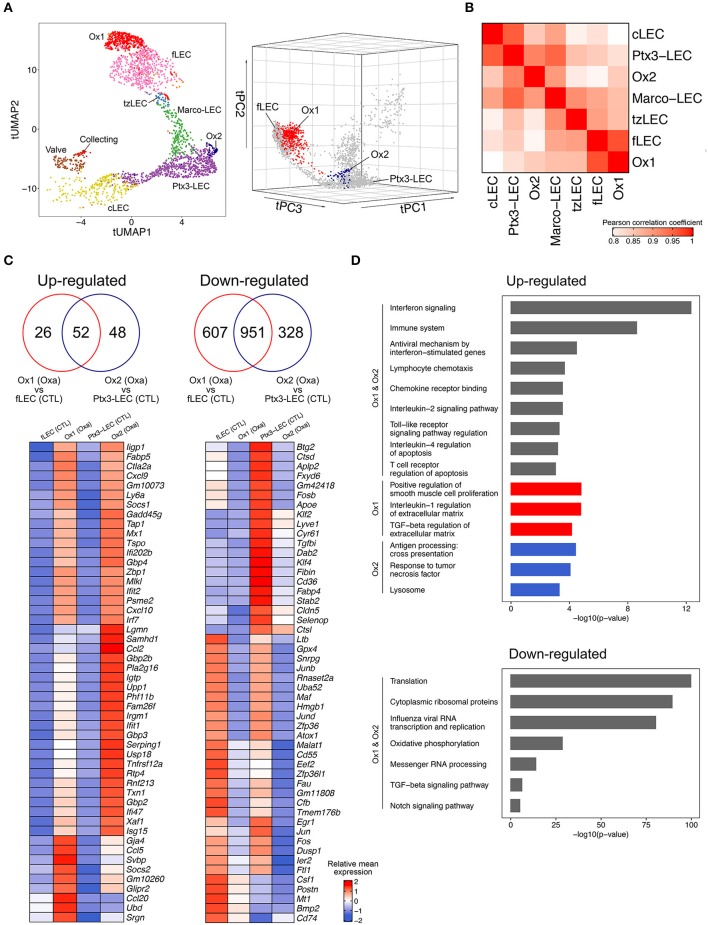
Niche-specific inflammatory responses in LN LECs. **(A)** tUMAP (UMAP on trajectory distances) of LEC from Oxa-treated and control mice, colored by subsets, including the two additional subsets (Ox1 and Ox2) in the Oxa-treated group (left). tPC (principal components on trajectory distances) of LEC from Oxa-treated and control mice, highlighting Ox1 (red) and Ox2 (blue) respectively (right). **(B)** Pairwise Pearson correlation of LEC subsets in Oxa-treated group, calculated using the subset mean expression of the top 1,000 variable genes. **(C)** Venn diagrams of DEGs from Ox1 in Oxa-treated LNs compared with fLEC in control LNs, and from Ox2 in Oxa-treated LNs compared with Ptx3-LEC in control LNs (upper; *p* < 0.01, fold change > 1.2). Heatmaps of 50 select upregulated or downregulated DEGs, with ribosomal genes excluded from the downregulated panel (lower; row scaled). **(D)** Select GO terms and BioPlanet pathways from Enrichr analysis of DEGs.

Inspection of the tSpace projections tUMAP (UMAP on trajectory distances) and tPC (principal components of trajectory distances) suggests that Ox1 arises from fLECs, and Ox2 from Ptx3-LECs (Figure 6A). Pairwise Pearson correlation based on the top 1,000 variable genes confirmed that Ox1 is most correlated with fLECs (Pearson correlation coefficient = 0.97) and Ox2 with Ptx3-LECs (Pearson correlation coefficient = 0.92) (Figure 6B). 

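Over the 1000 genes most variable between the mean profiles of the subsets in the oxazolone library, the profile of Ox1-like cells had a Pearson correlation across genes of 0.975 with that of the other fLEC-like cells, 0.859 with cluster 6, 0.855 with Marco-LEC-like and 0.795 with Ptx3-LEC-like cells. With 500 such genes the first value was 0.969, and this was the choice that moved it most. A high value follows in part from the naming, since only a fLEC-like cluster could be called Ox1-like. Since no Ox2-like cluster was found, its correlation was not computed. Ptx3-LEC-like cells had a correlation of 0.947 with cluster 6 and 0.952 with cLEC-like cells.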

We asked which genes were differentially expressed in Ox1 and Ox2 due to Oxa treatment (Figure 5C). Compared to fLEC and Ptx3-LEC in untreated LN, respectively, we found that both Ox1 and Ox2 displayed typical interferon (IFN) responses, with dramatic induction of *Cxcl9* and *Cxcl10* as well as *Irf7*, the master regulator of type-I IFN-dependent immune responses (78) (Figure 6C). 

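In Ox1-like over untreated fLEC-like cells, *Cxcl9* (on chromosome 5 from 92321347 to 92328079) rose from 80.1 to 7530.3 CPM, a ratio of 94.0 (79.9 to 111). Its yardstick ratio between the untreated strains was 0.682. Since *Cxcl9* and *Cxcl10* lead the Ox1-like cluster, although they were left out of the clustering, all fLEC-like cells of the oxazolone library were also compared, and gave a *Cxcl9* ratio of 63.9 (54.4 to 75.6). *Cxcl10*, on chromosome 5 from 92346638 to 92348889, had a ratio of 20.2 (18.8 to 21.8) and *Irf7*, on chromosome 7 from 141262706 to 141266481, 7.47 (6.57 to 8.51). In Ptx3-LEC-like cells the ratios were 60.6 (33.2 to 123) for *Cxcl9*, 7.97 (6.80 to 9.37) for *Cxcl10* and 4.59 (3.85 to 5.48) for *Irf7*. The yardsticks in this class were 16.2 for *Cxcl9* and 3.26 for *Cxcl10*. The interval of the untreated *Cxcl9* level, which rests on 11 UMIs, is wide. The alternative that moved the Ox1-like *Cxcl9* ratio most, cells called female alone, raised its log2 from 6.55 to 9.25. From the induction of these genes in both subsets, the paper states that Ox1 and Ox2 show an interferon response.

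**Figure D3:**
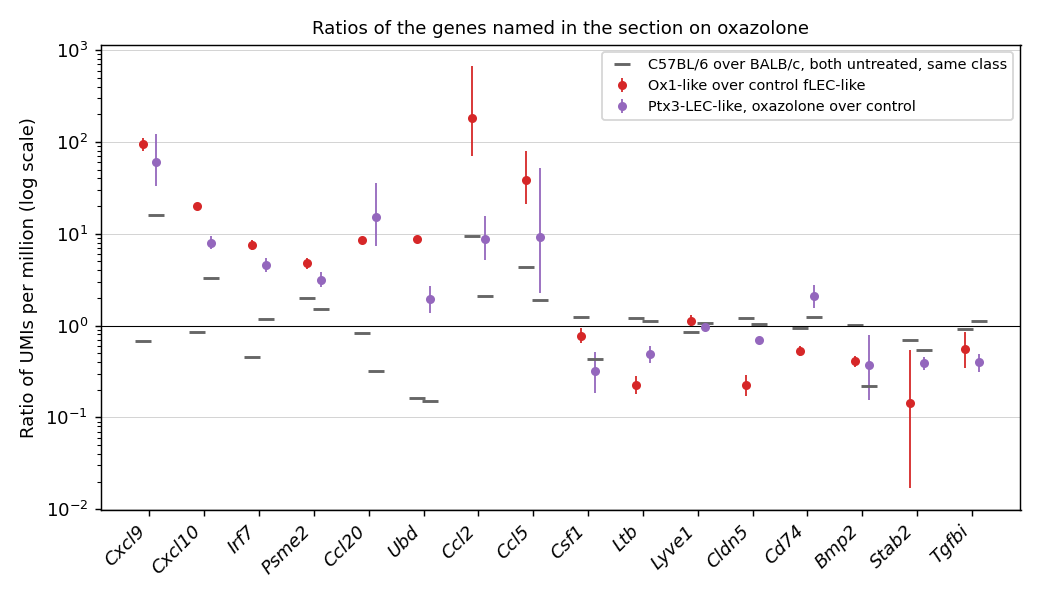
Ratio of CPM (log axis) in Ox1-like cells over untreated fLEC-like cells and in Ptx3-LEC-like cells, oxazolone over untreated, for 16 genes. Points are ratios between 1 library per condition, bars are 95% intervals for counting error, and a grey dash is the ratio of untreated C57BL/6 to untreated BALB/c cells of the same class; *Cxcl9*, *Cxcl10* and *Irf7* lie above 1 in both comparisons.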

CXCL9 and CXCL10 bind CXCR3, which mediates recruitment of dendritic cells, NK cells, effector T-cells (79) and, in inflamed LNs, subsets of monocytes (80). Both Ox1 and Ox2 also showed upregulated *Psme2*, a proteosomal component involved in peptide processing for class I antigen presentation (81) (Figure 6C).

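*Psme2* had a ratio of 4.76 (4.13 to 5.49) in Ox1-like over untreated fLEC-like cells, with a yardstick of 2.00, and of 3.15 (2.62 to 3.79) in Ptx3-LEC-like cells, with a yardstick of 1.51.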

While most gene changes were shared, some were preferentially or more dramatically increased in one or the other subset (Figure 6C). 

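*Ccl20* reached 22465 CPM in Ox1-like cells, a ratio of 8.66 (8.37 to 8.95) to untreated fLEC-like cells. In Ptx3-LEC-like cells it went from 7.30 to 112 (9 and 45 UMIs), a ratio of 15.3 (7.38 to 35.5), and in Marco-LEC-like cells to 2032. In cLEC-like cells it went from 7.97 to 111, a ratio of 13.9 (5.03 to 53.3). Over all cells *Ccl20* had 1077 CPM in the untreated and 11892 in the oxazolone library, and the free RNA of a droplet library is counted in every class.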

*Ccl20*, which is selectively expressed by fLEC in resting LNs (Figure 1D), is highly upregulated in Ox1 but not Ox2, maintaining its selective pattern of expression in the SCS floor (Figures 1D, 5B, 6C). Ox1 also displays selective upregulation of *Ubiquitin D* (*Ubd*), important in activation of the transcription factor NF-kappa B (82). 

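*Ubd* had a ratio of 8.86 (8.28 to 9.48) in Ox1-like over untreated fLEC-like cells and of 1.93 (1.37 to 2.69) in Ptx3-LEC-like cells. Its levels under oxazolone were 5700.4 and 149 CPM. The yardsticks were 0.164 and 0.151, so untreated libraries also differed widely in this gene.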

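*Ccl2*, on chromosome 11 from 82035571 to 82037453, rose from 2.12 to 387 CPM (4 and 193 UMIs) in Ox1-like over untreated fLEC-like cells, a ratio of 182 (70.1 to 676), beside a yardstick of 9.52. In Ptx3-LEC-like cells it rose from 15.4 to 136, a ratio of 8.85 (5.17 to 15.8). Its highest oxazolone levels were in the unnamed clusters 4 and 6, with 962 and 960.1, and in cluster 6 the ratio was 143 (25.4 to 5676), from 217 UMIs and 1 UMI. *Ccl5*, on chromosome 11 from 83525778 to 83530518, had 226 CPM (187 to 272) in Ox1-like cells, a ratio of 38.8 (20.9 to 80.0), beside a yardstick of 4.29. Ptx3-LEC-like cells had 9 UMIs of it under oxazolone and 3 without it, a ratio of 9.17 (2.29 to 52.6). In the unnamed clusters 4 and 6 *Ccl5* had 272 (202 to 358) and 133 CPM under oxazolone, and 0 UMIs in the untreated cells of both.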

Oxa controls subset-specific upregulation of monocyte chemoattractants *Ccl2* (Ox2) and *Ccl5* (Ox1). CCL5 acts through CCR5, which is expressed by multiple adaptive and innate immune subsets; while CCL2 acts through CCR2 in monocyte recruitment (43). Thus, chemotactic regulations in the SCS and medulla diverge. Gene enrichment analysis confirms Ox1 and Ox2 share enrichment in interferon signaling and immune system signatures, but the subsets also display unique ontologies: e.g., Transforming Growth Factor (TGF)-beta regulation of ECM in Ox1 and response to Tumor Necrosis Factor (TNF) in Ox2 (Figure 6D). Several of the observed changes, including induction of *Ccl2, Ccl5, Ccl20, Cxcl9*, and *Cxcl10* were observed previously in analyses of bulk LN LECs in response to HSV-1 virus (77) or after ovalbumin specific T-cell responses (11). Our results link inflammation-induced transcriptional changes to specific LEC subsets, implying that niche-specific changes coordinate LEC-driven responses in early inflammation.

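Over 2976 genes, the median log2 ratio of Ox1-like over untreated fLEC-like cells was 0.04, and 48.6% of genes had a ratio below 1. Ratios above 2 were found for 14.3% of genes, and falls to less than 50% of the untreated level for 12.8%. In Ptx3-LEC-like cells, over 3124 genes, the median was 0.09 and 45.3% of genes were below 1. A minimum of 10 UMIs in the smaller library can remove genes that fall. With genes chosen by a mean of both levels of at least 50 CPM instead, a choice made after seeing the data, 47.7% of 2583 genes and 45.1% of 2783 were below 1. With the mean of log-normalised values per cell in place of summed UMIs, 68.0% of genes were lower in Ox1-like cells. Ox1-like cells had a median of 2263.5 UMIs and untreated fLEC-like cells 4835, and with every cell thinned to 1500 UMIs this share was 48.6%. No gene was tested for a change. These shares are therefore unlike the paper's count, which takes only genes that pass its limits of p-value and fold change. Among the largest falls in Ox1-like cells, of genes with at least 10 UMIs in both groups, were those of *Maf*, *Grcc10*, *Rpl29* and *Jund*, with ratios from 0.112 to 0.141. The untreated strains differed in the same direction in 3 of these, *Rpl29* being the exception.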

Interestingly, in both Ox1 and Ox2, significantly more genes are downregulated than upregulated (Figure 6C). 

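The 78 genes of ribosomal proteins with enough UMIs had a median log2 ratio of -0.46 (-0.48 to -0.41) in Ox1-like over untreated fLEC-like cells, and 70 of them had a ratio below 1. None of 10000 lists of genes of like level had a median as low. Scaling by the median ratio over genes gave -0.50. The alternatives that moved it most gave -0.33. These were all fLEC-like cells of the main clustering, the clustering with all variable genes and the clustering without doublets. The last 2 gave no Ox1-like cluster and compared all fLEC-like cells. The yardstick between the untreated strains was -0.12, also below all 10000 lists. In Ptx3-LEC-like cells the median of these genes was -0.01 (-0.05 to 0.04), below a median of 0.237 for the lists of like level, of which 0.16% were as low. Ribosomal protein genes made up 17.1% of UMIs in Ox1-like and 26.0% in untreated fLEC-like cells, and 17.9% and 20.8% in Ptx3-LEC-like cells with and without oxazolone. The interferon list had a median log2 ratio of 2.07 (1.97 to 2.23) in all fLEC-like and 1.50 (1.37 to 1.67) in Ptx3-LEC-like cells, above all 10000 lists in both.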

Pathway analysis shows downregulation of genes associated with viral gene expression, ribosomes and mRNA processing (Figure 6D). This may be a result of the activation of type I interferon signaling (Figure 6D), which can cause widespread downregulation of host and viral transcriptional and translational pathways as a defense against viral replication (83, 84). Downregulated genes include *Csf1* and *Ltb* (Figure 6C), which is interesting from the perspective of the known transient loss of sinusoidal LN macrophages in acute inflammation (18, 19). 

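*Csf1* had a ratio of 0.773 (0.640 to 0.929) in Ox1-like over untreated fLEC-like cells and of 0.320 (0.185 to 0.521) in Ptx3-LEC-like cells. The yardstick between the untreated strains was 1.23 in the first class and 0.435 in the second. *Ltb* had ratios of 0.225 (0.178 to 0.280) and 0.491 (0.396 to 0.603), with yardsticks of 1.20 and 1.12.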

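*Lyve1* had a ratio of 1.12 (0.967 to 1.29) in Ox1-like over untreated fLEC-like cells and of 0.961 (0.889 to 1.04) in Ptx3-LEC-like cells, and both intervals include 1. In all fLEC-like cells its ratio was 1.255 (1.14 to 1.39), in cLEC-like cells 0.467 (0.370 to 0.585) and in the unnamed clusters 4 and 6 2.54 (1.74 to 3.78) and 0.445 (0.373 to 0.530). *Cldn5* had ratios of 0.224 (0.171 to 0.289) and 0.692 (0.638 to 0.7496), with yardsticks of 1.21 and 1.05. *Prox1* had ratios of 0.170 (0.108 to 0.255) and 0.382 (0.296 to 0.487), with yardsticks of 0.667 and 0.563.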

Core lymphatic endothelial differentiation genes are also downregulated, including *Lyve1 and Cldn5*, and subset marker genes are inhibited as well. 

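In Ox1-like over untreated fLEC-like cells *Cd74* had a ratio of 0.529 (0.469 to 0.596) and *Bmp2* 0.406 (0.354 to 0.464), and the untreated strains differed by ratios of 0.936 and 1.02. In Ptx3-LEC-like cells *Stab2* had a ratio of 0.388 (0.328 to 0.457) and *Tgfbi* 0.396 (0.316 to 0.492), beside 0.548 and 1.13 between the untreated strains.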

Ox1 shows reduced expression of fLEC marker genes *Cd74* and *Bmp2*, and Ox2 of Ptx3-LEC marker genes including *Stab2* and *Tgfbi* (Figure 6C). In addition to IFN-induced transcriptional repression, another contributing factor may be transcription factor availability, which can dictate level of gene expression (85): TNF-induced RELA-dependent pathways, which are also induced as part of the Oxa response (Figure 6D), have been shown to redirect cofactors from super-enhancers, repressing cell identity genes in a cell type dependent manner (86).

### LEC Phenotypes in Human and Mouse LNs

#### Common Mouse and Human LN LEC Phenotypes

We have previously reported LEC diversity and described multiple LEC subsets in human LNs (27). Here we compare our mouse LEC samples to a representative sample of human head and neck LN LECs, selected for its quality, high cell number, and inclusion of each of the subsets we identified. We translated human gene names to their mouse homologs, and integrated human and mouse LECs using Canonical Correlation Analysis (CCA) (87), which implements a variant of the mutual nearest neighbor algorithm (MNN) (88). Cross mapping successfully aligned human and mouse LECs, and unsupervised clustering of the aligned cells identified shared but also unique subsets in human LN (Figure 7A). The five subsets common to mouse and human (cLEC, fLEC, Ptx3-LEC, valve-LEC, and Marco-LEC) display high correspondence with human LEC subsets defined previously using unsupervised clustering (27) (LEC I, II, IV, V, and VI, respectively) (Figure 7A). Specifically, the Marco-LEC subset of medullary EC maps to human LEC VI, which we previously characterized as medullary sinus *CD209*^+^ LECs (27). However, mouse Ptx3-LECs map to human LEC IV, which we postulated to be peripheral capillary LECs (27). We discuss this below.

**Figure 7:**
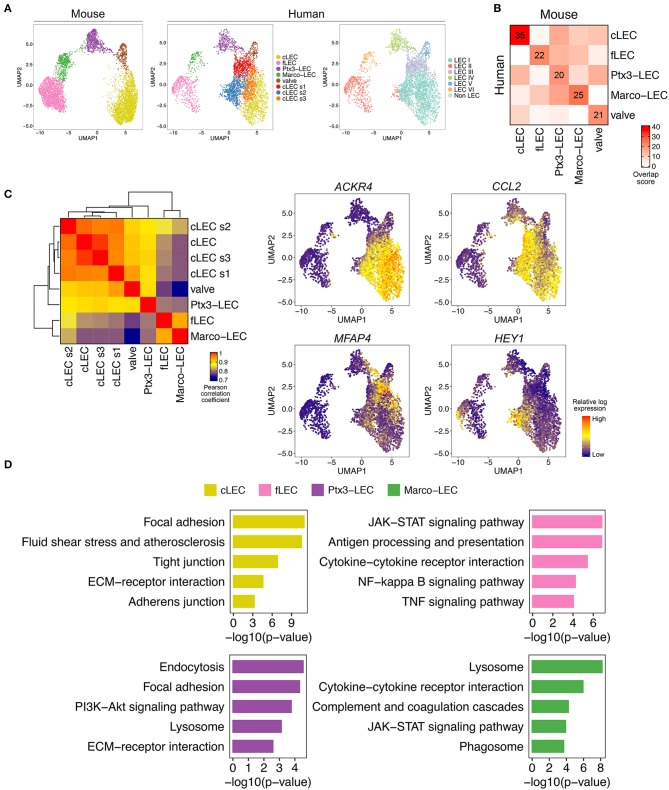
Cross-mapping of mouse and human LNs reveals conserved LEC populations and additional human cLEC subsets. **(A)** UMAP of aligned mouse and human LEC, colored by integrated mouse and human LEC subset (left and middle), or human LEC ID as in (27) (right). Bridge cells are not shown. **(B)** Pairwise overlap scores of top 100 subset-specific DEGs for mouse and human LEC. Overlap score is defined as the ratio between the number of shared genes observed and the number of genes expected to be shared by chance. **(C)** Correlation of gene profiles of human LEC subsets. Color scale: pairwise Pearson correlation coefficient, calculated using the mean expression of the top 1000 variable genes (left). Expression of cLEC subset-specific genes, projected on UMAP plot of human LN LECs (right). **(D)** Select pathways from Enrichr analysis of DEGs common to mouse and human.

#### Specialization of the Human SCS Ceiling

Unsupervised clustering aligned the mouse cLECs with one subset of the human cLECs, “(core) cLECs,” which we identified previously as LEC I (27) (Figure 7A), but additional cLEC subsets (cLEC s1, s2, and s3) were unique to the analyzed human LN. Pearson correlation analysis reveals similarity of these subsets with the core cLECs (Figure 7C). cLEC s3 is most similar to the core cLEC population as indicated by correlation and hierarchical clustering (Figure 7C), UMAP (Figure 7A), and differentially expressed genes (DEGs) (data not shown): we do not discuss this subset further. cLEC s1 corresponds to MFAP4^+^ SCS LEC (LEC III), which we located overlying the human LN medulla (27). Consistent with this, cLEC s1 clusters close to Ptx3-LECs (Figure 7A), and links other cLECs to Ptx3-LECs in trajectory space (see below **Figure 10A**). cLEC s2, which we did not segregate previously, uniquely expresses high levels of *Hairy/enhancer-of-split related with YRPW motif protein* (*HEY1*), the chemokine *CCL2* (Figure 7C), and *E-Selectin* (*SELE*) (data not shown), suggestive of an activated state. Both E-selectin and CCL2 are induced by inflammation in endothelial cells and regulate leukocyte recruitment (89). Based on *HEY1* and *SELE* expression, the subset is identifiable in 3 of the 6 human LN samples we studied previously (27) (data not shown). The findings suggest greater heterogeneity and specialization in SCS ceiling LEC in humans than in the resting specific-pathogen-free (SPF) mice studied here. The subset specialization of human cLEC may relate to local differences in immune environments, or to the more complex architecture of the human LN. Unlike the mouse, human cLECs participate in invaginations of the capsule, known as trabecular sinuses (4), which may experience more turbulent flow of the incoming lymph and hence variation in shear stress.

#### Comparisons of Human and Mouse LEC Differentially Expressed Genes (DEG)

To evaluate similarities between species, we compared DEGs of mouse and human LEC subsets using a gene overlap score, defined as the ratio of the number of shared DEGs to the number of genes expected to be shared based on random chance, for each combination of mouse and human subsets. In all instances, the highest overlap scores are seen between corresponding subsets (Figure 7B). Based on overlap scores, cLECs are more conserved than the more immunologically active subsets fLECs, Marco-LECs, and Ptx3-LECs. The floor and medullary sinus subsets showed less conserved DEG profiles, likely reflecting evolutionary pressure in response to pathogens, contrasting with conservation of structural functions of cLECs.

Gene set enrichment analysis based on conserved genes has the potential to highlight core functions of the LEC subsets (Figure 7D). Shared cLEC genes are involved in focal adhesion, fluid shear stress response and ECM interaction, consistent with their structural role and association to the capsule. Ptx3-LECs are enriched in genes for endocytosis and lysosome, which could relate to the high expression of scavenger receptors (e.g., *Lyve1, Stab1, Stab2*). Marco-LECs are enriched for lysosomal genes, and for genes of the JAK-STAT signaling pathway as well as the coagulation and complement cascades. fLECs display high enrichment for inflammatory pathways, including JAK-STAT and Nuclear Factor (NF)-kappa B, and are enriched for genes involved in antigen processing and presentation, supporting their immunomodulatory properties. A number of mouse key subset specific marker DEGs are shared in the human, including fLECs: *Bmp2, Ccl20, Cd74*, and *Csf1*; cLECs: *Ackr4, Bmp4*, and *Cav1*; Marco-LECs: *Marco, Clec4g*, and *C2*; and Ptx3-LECs: *Ptx3, Nrp2*, and *Flt4* (*Vegfr3*). We illustrate expression of these and other select shared marker genes in Figure 8.

**Figure 8:**
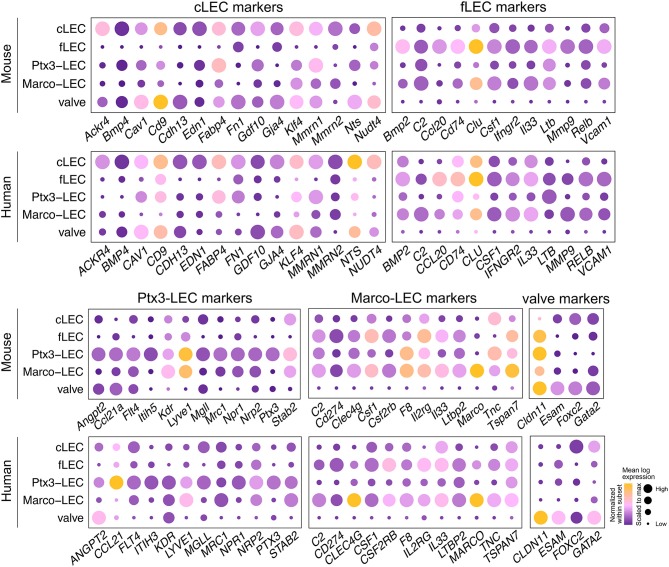
Conserved gene programs for mouse and human LEC specialization. Expression of select gene homologs (or paralogs *Itih5* and *ITIH3*) in cLECs, fLECs, Ptx3-LECs, Marco-LECs and valve LECs. Color indicates subset mean log transcript count, normalized within each subset. Dot size indicates subset mean log transcript count, scaled to the maximum value for each gene.

As noted above, mouse Marco-LECs align with LEC VI, which we identified previously as the major medullary sinus subset in human LNs (27). Unexpectedly, mouse Ptx3-LECs align with a subset (LEC IV) that we previously related to capillary LECs based on their enrichment for expression of *Ccl21* and *Lyve1* (27), gene markers of peripheral capillary lymphatic vessels (57, 58). However, these genes are also expressed by mouse Ptx3-LECs (Figures 1D, 5B, 8), and as noted earlier, their expression likely reflects the parallels with capillary LEC in morphology (blind ends, loose EC junctions) and function (recruiting fluid and lymphocytes into lymph) (4). Supporting a medullary identity, Ptx3-LECs and LEC IV share high levels the sinusoidal endothelial marker *Stab2/STAB2* (46), shown to be expressed by medullary sinuses in human LNs (90). Importantly, human Ptx3-LECs (LEC IV) also share expression of *PTX3* and lack *PD-L1* (*CD274*) expression, similar to their mouse counterpart; and they express the inter-alpha-trypsin inhibitor gene family member *ITIH3*, functionally related to the mouse Ptx3-LEC marker *Itih5* (64) (Figure 8).

Ptx3-LECs in both humans and mice are distinguished from Marco-LECs by higher expression of the glycoprotein and scavenger receptor *CD36*, also known as *Fatty Acid Translocase* (*FAT*) (Figure 9A). 

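*Cd36*, on chromosome 5 from 17781690 to 17888801, had 394 CPM in Ptx3-LEC-like and 88.0 in Marco-LEC-like cells of untreated C57BL/6 mice, a ratio of 4.48 (3.37 to 6.01), and 1349 in cLEC-like cells. The ratio in BALB/c was 2.41 (2.04 to 2.87).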

Staining of CD36 in human head and neck LNs identified capillary-like, CD36^high^ LYVE-1^+^ lymphatic cords, negative for MARCO and the Marco-LEC [LEC VI (27)] marker CLEC4M (Figures 9B,C). These CD36^high^ lymphatic sinuses were found either as isolated cords in the paracortex (Figures 9B,C) or as extended sprouts from MARCO^+^ CLEC4M^+^ medullary sinuses (Figure 9D), similar to mouse Ptx3-LECs which connects to Marco-LECs in perifollicular regions (Figure 2). Human Ptx3-LECs are also distinguished from Marco-LECs by high expression of PDPN and CCL21, as predicted by the transcriptional profiles (Figure S8), while both medullary subsets express LYVE-1 and STAB2 (Figure S8). Thus, cross-species comparison of single-cell profiles (Figure 7) and *in situ* analysis (Figure 9) support that human and mouse share two distinct niches of paracortical and medullary sinus LECs: MARCO^+^ LECs, which correspond to the previously published CD209^+^ medullary sinus LEC subset (LEC VI) (27), and Ptx3-LECs, PDPN^high^, CD36^high^ paracortical and medullary sinus LECs, corresponding to LEC IV (27) in our earlier classification of human LN LECs. Notably, human and mouse LN LECs also share the *in situ* physical transition between Marco-LECs and Ptx3-LECs, as predicted in trajectory analysis (Figures 1C, 10A, discussed below).

**Figure 9:**
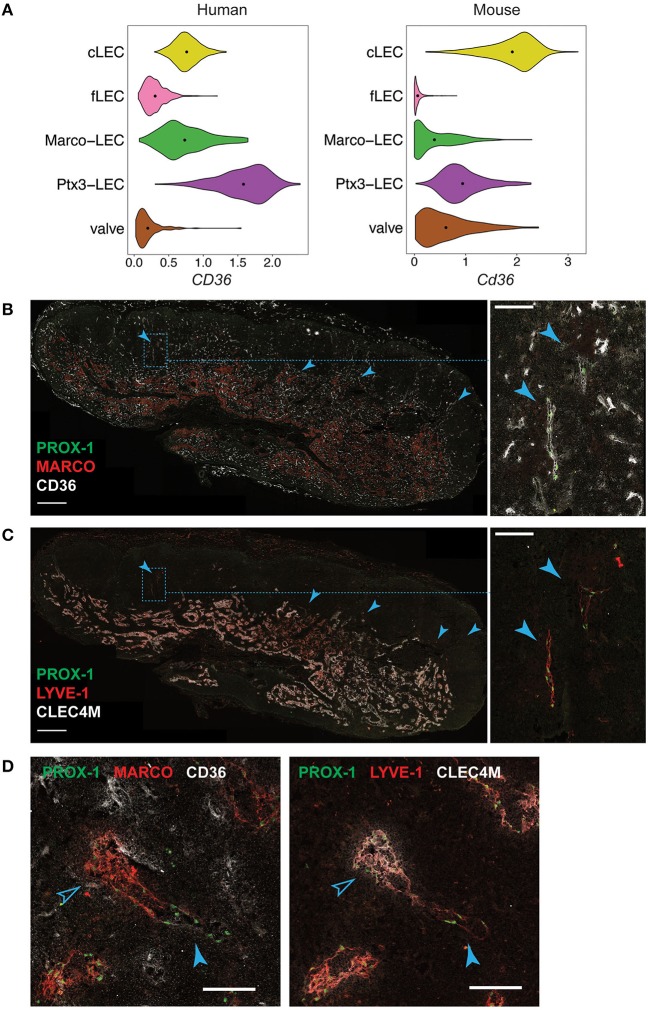
*In situ* localization of Ptx3-LECs and transition between Ptx3-LECs and Marco-LECs in human LNs. **(A)** Expression of *CD36/Cd36* in LN LEC subsets of human and mouse. Dots indicate mean log-normalized transcript count. **(B–D)** Identification of CD36^high^ Ptx3-LECs in human head and neck LNs by immunostaining. **(B,C)** Immunofluorescence of PROX-1, MARCO and CD36 **(B)**, or PROX-1, LYVE-1 and CLEC4M **(C)**. Zoomed-in images (inset marked by blue dotted lines) in **(B)** and **(C)** demonstrate CD36^high^ LYVE-1^+^ paracortical sinuses (filled arrowhead). Scale bars = 500 μm (left panels) and 100 μm (right panel inset). **(D)** CD36^high^ LYVE-1^+^ Ptx3-LECs (filled arrowhead) can be seen associated with MARCO^+^ CLEC4M^+^ Marco-LECs (empty arrowhead) in human LNs. Scale bars = 100 μm. CD36^high^ Ptx3-LECs were detected in four out of seven human LNs. Images are representative of four biological replicates.

**Figure 10:**
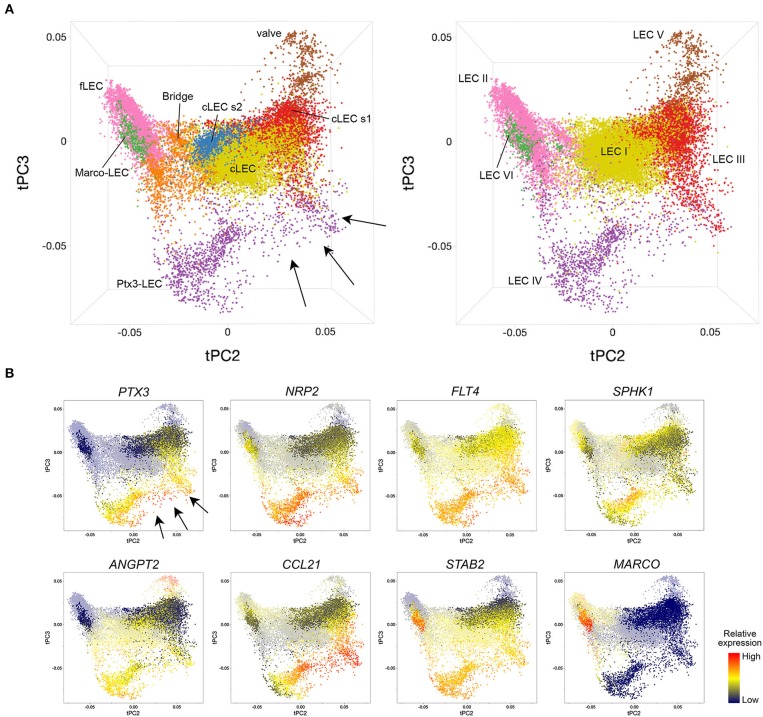
A continuum of human LEC phenotypes in trajectory space. Principal component projections of trajectory distances reveal complex zonation of LEC subsets and intermediates. **(A)** 3D projections with LEC subset identities defined by correlation with populations in the index human sample (left) or by unsupervised clustering as described in (27) (right). **(B)** Expression pattern of indicated genes. Marco-LEC, Ptx3-LEC, and cLEC s1 populations are highlighted. Values are batch-corrected imputed log counts.

#### Species-Specific Gene Expression

A number of genes with homologs in mouse and human are not conserved in expression, or display different patterns of subset selectivity. Here we highlight select examples for discussion (Figure S9). As noted earlier, the mouse fLEC markers *Madcam1* and *Msr1* are poorly expressed by human LECs (27) (data not shown). 

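*Ackr1* had 72 UMIs in all 10x cells of the untreated C57BL/6 mice, 8.00 CPM (6.26 to 10.1), and 59 in those of BALB/c, 12.9 CPM (9.83 to 16.7).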

*ACKR1*, also known as *DARC* (Duffy Antigen Receptor for Chemokines), marks human fLECs and Marco-LECs, but *Ackr1* has very low expression in mouse LN LECs, without clear subset selectivity (Figure S9B). Consistent with this, endothelial ACKR1 in mouse is restricted to venular blood vessels, with only sparse and low detection in LECs (91). ACKR1 is a chemokine “interceptor,” which can serve as a sink for a large range of inflammatory chemokines (92). Its expression could reflect a greater need to moderate inflammatory chemokines in the human. Alternatively, it may facilitate transport of chemokines across the lymphatic endothelium in the human LN, as ACKR1 has been shown to shuttle chemokines across endothelial cell layers (93). Several ACKR1 ligands are expressed by human fLECs including CXCL3 and CXCL5 (27).

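*Il6* had 4.55 CPM (2.60 to 7.39) in fLEC-like and 17.9 (13.9 to 22.6) in cLEC-like cells of untreated C57BL/6 mice, and 6 UMIs were found in all cells of untreated BALB/c mice.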

Human but not mouse LN LECs also display high expression of *IL6* in fLECs (Figure S9B), likely reflecting a higher inflammatory basal state in human, especially compared to our SPF mice. Human Ptx3-LECs express *MMP2* and *LOX*, genes missing in mouse LECs or expressed in different subsets (i.e., *Lox* expressed weakly in cLECs in mouse) (Figure S9B). Both Matrix metalloproteinase 2 (MMP2) and Lysyl oxidase (LOX) can contribute to ECM modulation (94, 95), suggesting that, although matrix interplay is conserved, the specific mechanisms of matrix interaction in this population of LECs may have diverged. 

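*Mmp2* had 2 UMIs in all cells of untreated C57BL/6 mice and 0 in those of BALB/c. *Lox* had 13.0 CPM in cLEC-like cells of C57BL/6, a ratio of 10.3 (1.77 to 415) to Marco-LEC-like cells, the next class, in which 1 UMI was counted. In BALB/c the interval of this ratio, 0.873 to 331, included 1.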

Mouse-specific LN LEC DEGs include *Apolipoprotein E* (*ApoE*) in cLECs and medullary sinus populations and *Regulator of G-protein signaling 4* (*Rgs4*) in fLECs (Figure S9B). 

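*Apoe* had 4898 CPM in Marco-LEC-like, 1766 in cLEC-like, 1211 in Ptx3-LEC-like and 353 in fLEC-like cells of untreated C57BL/6 mice. The lowest of the first 3 was 3.43-fold (3.09 to 3.80) the last. *Rgs4* had 170.5 in fLEC-like cells, a ratio of 1.15 (0.942 to 1.41) to Marco-LEC-like cells, and in BALB/c the ratio was 4.17 (2.67 to 6.84).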

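*Cpe* had 2622 CPM in fLEC-like, 1791 in Marco-LEC-like, 842 in Ptx3-LEC-like and 797 in cLEC-like cells of untreated C57BL/6 mice. *Car8* had 173 in cLEC-like, 6.28 in Marco-LEC-like and 2.28 in fLEC-like cells, and no UMI was found in Ptx3-LEC-like cells.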

*Carboxypeptidase E (Cpe)* and *Carbonic anhydrase 8* (*Car8*) are examples of genes with different expression pattern across mouse and mouse LN LEC subsets (Figure S9B). Since scRNA-seq is often unable to detect low abundance transcripts, the apparent lack of expression of a gene must be interpreted with caution: the expression pattern of the genes mentioned here have been observed in each of our samples.

In addition, *CD209* and *CLEC4M*, which lack orthologs in mouse (27), are specific for human Marco-LECs. We described them previously as medullary sinus markers (27). Human *IL32* and mouse *Glycam1* also lack orthologs. IL-32 potently amplifies inflammatory responses by induction of multiple cytokines (96); it is highly expressed by human Ptx3-LECs (data not shown). GLYCAM1, a secreted mucin that on high endothelial venules is decorated with glycotopes for leukocyte selectins (97), is selectively expressed by mouse fLEC (Figure 5B and Figure S4).

### The Continuum of Human LEC Phenotypes in Trajectory Space

We have focused to this point on comparing “subsets” of human and mouse LECs, but as illustrated for the mouse, LECs exist in a phenotypic continuum that may reflect physical alignments (spatial transitions), developmental sequences, or both. To gain further insight into LEC diversity and zonation within human LNs, we ran tSpace on combined LN LECs from our six previously published human samples (27). In the tSpace projections in Figure 10A, cell identities are determined based on correlation with the core subsets in our index human LN (left) or based on unsupervised clustering as previously (27) (right). Alignment of human LECs in trajectory space reveals both similarities and differences to the mouse. Shared subsets are aligned in the same order as in the mouse, with links from Valve-LECs to cLECs, Ptx3-LECs, Marco-LECs and finally fLECs (Figure 10A) (compare with mouse alignments in Figures 1B,C). However, in the human, the cellular “bridge” between cLECs and fLECs is highly populated with cells. The human-specific cLEC subsets also show interesting alignments. cLEC s2 appears closely linked to the bridge. cLEC s1, which we previously identified as SCS ceiling LEC overlying the medulla (LEC III) (27), extends toward and links prominently to Ptx3-LECs (see arrows): Cells from both “subsets” within this Ptx3-LECs-to-cLEC s1 trajectory express *PTX3* itself, and are highly enriched in *CCL21* (Figure 10B), suggesting a relationship of *PTX3*^+^ medullary sinuses and the perihilar ceiling. Supporting this notion, RNAscope of a neonatal human LN showed extensive *PTX3* in the medulla of the hilar region (data not shown). Co-expression of *CCL21* and *SPHK1* (enzyme required for S1P production) support a role of Ptx3-LECs in lymphocyte egress. Heterogeneity in *ANGPT2* also exists along the Ptx3-LEC paths (Figure 10B).

The alignments outlined here are not an artifact of the high cell number or integration of LEC from different LNs, because the same patterns and linkages are seen in independent tSpace projections of our index LN sample (not shown). Human LN LECs thus display numerous intermediate phenotypes and complex zonation that may reflect the complexity of human LN architecture observed histologically.

### Summary and Outlook

The LN lymphatic vasculature provides a complex lymphatic vascular bed, adapted to a unique microenvironment where cooperation between stromal cells and immune cells forms the basis for effective immune cell interaction and activation. Endothelial cells in this environment not only need to provide a framework for the structural organization of the organ, but also need to be able to adapt to constant changes induced by immunological stimuli and organ expansion in LN hypertrophy, and to support tolerogenic immune reactions in homeostasis.

We define five LN LEC subsets in mouse: valve LECs, the SCS *Ackr4*^+^ cLECs, the immune active *Ccl20*^+^ fLECs, as well as Ptx3-LECs and Marco-LECs, two paracortical and medullary sinus subsets that were not recognized previously. Single-cell gene profiles indicate niche-specific functional specialization of these subsets with distinct pathways for pathogen interactions and matrix modeling. Interestingly, cross-species mapping with human LN LECs shows that both subsets as well as their respective functions are conserved, which allows us to redefine the subset previously identified as candidate capillary LECs (LEC IV) (27) in human LN to paracortical sinus Ptx3-LECs. *PTX3* and *MARCO*, gene markers chosen here to designate the two distinct medullary LEC subsets, are conserved both in their expression patterns among LEC subsets and also in protein sequence between humans and mice (92% homology PTX3 and 69% MARCO), suggesting that they may have conserved functions as well.

Recently developed algorithms have made important advances in solving the complex problem of integrating different datasets (87–99). As shown here, they not only perform well in combining sample replicates by removing “batch effects,” but can also identify and map similar subsets of cells across species barriers. Mutual nearest neighbors and CCA algorithms not only mapped human LEC subsets to mouse counterparts, but also uncovered species-specific LN LEC subset compositions, revealing a greater diversity of SCS ceiling LEC in human. We can look forward to continuing advances in computational approaches to integrating and mining scRNA-seq data. Particularly exciting is the power of trajectory inference to recapitulate or predict the organization of endothelial cells within the complex vascular networks. While trajectory analysis has been shown to model sequences of cell phenotypes in development (“pseudotime”) (30), our results both in lymphatics (here) and blood vascular EC studies (31) show that computed alignments of cells in trajectory space reflect the tissue architecture (spatial organization) and physical relationships between endothelial cells *in situ* with surprising faithfulness. This correspondence implies, as an approximation, that endothelial cell phenotypes progress in a gradual and orderly fashion within the linear arrangements (as in vascular tubes) or sheets (as in the SCS and sinus-lining LECs in the LN) that make up the endothelium. In essence, trajectories provide a computational roadmap for mapping gene expression to the vascular endothelium. The results underscore the diversity of endothelial cells as a continuum, punctuated by concentrations of particular phenotypes or niches that are identified as subsets. Whether the progression of phenotypes and zonation among LN LECs reflects malleable LEC responses to local niche factors, retention of a programmed developmental response, or both, remains to be determined.

Our studies here demonstrate the power of single-cell profiling to illuminate the biology of the vascular endothelium, and the promise it holds to revolutionize our understanding of conserved and species-specific regulation of the vasculature and its responses in physiology and human disease.

## Materials and Methods

### Mice

Male and female 6–8-week-old BALB/cJ or 8–12-week-old C57BL/6J peripheral LNs (inguinal, axillary and brachial) (processed by 10x Genomics workflow), or 20-week-old *Prox1-GFP*/C57BL/6J (33) female inguinal LNs (processed by SMART-seq2 workflow) were used for scRNA-seq. Mice were bred and maintained in the animal facilities at Veterans Affairs Palo Alto Health Care System, accredited by the Association for Assessment and Accreditation of Laboratory Animal. In addition, mice were held at a Specific Pathogen Free (SPF) facility Uppsala University, and experimental procedures were approved by the local animal ethics committee at the Uppsala County Court (6009/17).

### Immune Challenge

BALB/cJ mice were subjected to cutaneous Oxazolone (Oxa) challenge by applying 5% 4-Ethoxymethylene-2-phenyl-2-oxazolin-5-one (Sigma-Aldrich) in acetone and olive oil topical to the skin as described (73). Axillary, brachial, and inguinal draining LNs were harvested 48 h after immunization.

### Tissue Dissociation and Single-Cell Library Preparation

Cell isolation for 10x: Single-cell suspensions of total EC were generated as previously described (100). For each group, axillary, inguinal, and brachial LNs from 25 to 30 male and female BALB/cJ or C57BL/6J mice were combined, minced, washed with Hanks' Balanced Salt solution, and dissociated for 30 min at 37°C with gentle rocking in HBSS (with calcium and magnesium) medium containing 0.2 mg/ml Collagenase P, 0.8 mg/ml Dispase II, and 0.01 mg/ml DNase I (Sigma-Aldrich) [adapted from (14)]. Hematopoietic cells were depleted with anti-CD45 mouse MicroBeads according to the manufacturer's protocol (Miltenyi) and the remaining cells were stained with anti-CD31 BV605 (clone 390) and anti-PDPN PE-Cy7 (clone 8.1.1) antibodies, as well as dump antibodies consisting of anti-CD45 (clone 30-F11), anti-EpCAM (clone G8.8), anti-TER119 (clone TER-119), anti-CD11a (clone H155-78), and anti-CD11b (clone M1/70) in PerCP-Cy5.5. Total EC (lin^−^ CD31^+^) were sorted into 100% fetal bovine serum using FACS Aria III (BD Biosciences; 100 um nozzle; ~2,500 cells/s), washed, and immediately processed to generate scRNA-seq library using Chromium Single Cell 3′ Library and Gel Bead Kit v2 (10x Genomics) according to manufacturer's instructions. Libraries were sequenced with NextSeq 500 (Illumina) using 150 cycles high output V2 kit (Read 1: 26 bp, Read 2: 98 bp) at the Stanford Functional Genomics Facility.

Cell isolation for SMART-seq2: Inguinal LN digests from *Prox1-GFP* mice (33), depleted for hematopoietic cells as described above, were stained with anti-CD31 PE-Cy7 (clone 390), anti-PDPN AF660 (clone eBio8.11) antibodies (Thermo Fisher Scientific). Dump channel included anti-mouse TER-119 eFluor450 (clone Ter119), anti-mouse CD45 eFluor450 (clone 30-F11), anti-mouse CD11b eFluor450 (clone M1/70), and dead cell staining SYTOX™ Blue (Thermo Fisher Scientific). Triple positive live cells (GFP^+^ PDPN^+^ CD31^+^) (LECs) were gated and sorted on a BD FACSAria III (BD Biosciences) (100 um nozzle, 20 psi) as single cells into a 384 well plate with lysis buffer. Single cell libraries were prepared as described and sequenced on a HiSeq2500 (101).

### Single-Cell RNA-seq Data Analysis

10x Genomics: Read alignment and quality control were performed using the 10x Genomics Cell Ranger (v3.0.2) and the mm10 reference genome. Loupe Cell Browser (v3.1.1; 10x Genomics) was used to manually gate on LEC (*Pdpn*^+^ *CD31*^+^) for downstream analysis.

SMART-seq2: After lane demultiplexing, SMART-seq2 based FASTQ files were trimmed with Trim Galore (v0.4.4) followed by alignment of the data to the mouse reference genome (mm10-GRCm38) using TopHat (v2.1.1) and bowtie2 (v2.2.6.0). PCR duplicates were removed using SAMtools (v0.1.18). Counting of fragments aligning per gene was done using the *featurecounts* function of the Subread package (v1.4.6-p5).

Count data were processed with the Seurat package (v3.1.0) (87, 99). For quality control, genes that were expressed in fewer than three cells and cells that expressed fewer than 100 genes were excluded from analysis. Raw counts were log normalized, and 2000 most variable genes were identified based on a variance stabilizing transformation. To correct for batch differences, variable gene sets were used to align multiple datasets for joint analysis, using the Canonical Correlation Analysis (CCA) method within the “FindIntegrationAnchors” and “IntegrateData” functions of the Seurat package, which implements a variant of the mutual nearest neighbors (MNN) algorithm. Correspondences between single cells across datasets were identified and multiple datasets were transformed into a shared space. Principal Component Analysis (PCA) dimensionality reduction was performed using the variable gene sets. Cell clusters were determined using a Shared Nearest Neighbor (SNN) modularity optimization-based clustering algorithm of the Seurat “FindClusters” function, and were visualized with t-distributed Stochastic Neighbor Embedding (tSNE) (102) or Uniform Manifold Approximation and Projection (UMAP) (103). Contaminating pericyte, immune and blood endothelial cells were removed by supervised gating on the tSNE plot. To recover gene-gene relationships that are lost due to dropouts, we imputed missing gene expression data from log normalized count data using an in-house customization (https://github.com/kbrulois/magicBatch) of the MAGIC (Markov Affinity-based Graph Imputation of Cells) algorithm with optimized parameters (*t* = 2, *k* = 9, *ka* = 3) (104). Imputed data were used for visualization of single-cell gene expression in violin plots and heatmaps (105), as well as for trajectory analyses.

### Nearest Neighbor Alignments in Trajectory Space

tSpace was used to model the nearest neighbor relationships as well as transitional zones between LEC subsets (30). Mapping of cells in trajectory space allows unsupervised reconstruction and exploration of complex developmental sequences, without implementation of cell clustering or manifold distortion for graphical expedience. Batch effects were removed using the “fastMNN” function of the batchelor package (v1.0.1) (88) and variable genes were identified using the scran package (106). For mouse LEC, we used tSpace with default parameters (T = 100, *K* = 20, 5 graphs, 20 way points, Euclidean distance metric) and imputed expression values of the top 800 variable genes (Figures 1C, 6A, right panel) or batch-corrected low-dimensional coordinates (top 50 coordinates) (Figure 6A, left panel). The trajectory matrices were visualized in low dimensional space using PCA (Figures 1C, 6A, right panel) or UMAP (Figure 6A, left panel) within the tSpace package. For combined human LEC samples, imputed data of LEC from 6 LNs were batch-corrected as above. Twenty PCs from the 1000 variable genes were calculated, the loadings were adjusted to a minimum value of 0 by addition of a constant and used as input to the tSpace algorithm (T = 200, K = 25, 5 graphs, 10-way points, cosine distance metric).

### Differential Gene Expression and Gene Enrichment Analysis

Differential gene expression analysis was performed using the negative binomial generalized linear model within the “FindMarkers” function of Seurat on log normalized count data (*p* < 0.01, fold change > 1.2). To identify subset-defining genes, single-cell transcriptomes of cells in the subset of interest were compared to those of all other cells within the same sample. Only upregulated DEGs were considered, unless otherwise specified. Gene enrichment analysis of DEGs with Gene Ontology (107, 108), Kyoto Encyclopedia of Genes and Genomes (109, 110), and BioPlanet (111) databases was performed using Enrichr (112, 113).

### Correlation Analysis

To determine similarities between LEC subsets, mean gene expression values were calculated for each subset. The top 1000 most variable genes across all subsets were used for pairwise Pearson correlation analysis. Hierarchical clustering was performed using the average linkage method.

### Cross Species Single-Cell Transcriptome Analysis

Human HNLN1 dataset (GSE124494) (27) was used for the integrated LEC profiling. Human gene names were converted to their mouse homologs using the biomaRt package (v2.40.4) (114). scRNA-seq datasets were integrated in Seurat for unsupervised clustering. The top 100 most upregulated DEGs for each subset, as ranked by the fold change of gene expression in the subset relative to other LEC combined, were determined for human LEC and separately for mouse. An overlap score was defined as the number of DEGs common to one human subset and one mouse subset divided by the number of genes expected to be shared by the two subsets by chance. For each pair of mouse subset and human subsets, overlap score = *n* / (A × B / N), where n = number of observed overlapping genes between the top 100 DEGs of the human subset and the mouse subset, A = number of DEGs considered in the mouse subset (100), B = number of DEGs considered in the human subset with mouse homologs, and N = total number of genes detected in both mouse and human LEC, 13,458.

### Reanalysis of Human LEC Datasets

For the combined analysis of human LEC samples (27), imputed gene expression data were batch-corrected and used for trajectory analysis as above. LEC in each of the additional five human samples were classified by correspondence to the index human subsets that mapped with mouse subsets as follows: reference subset mean gene expression was generated from the index HNLN1 human dataset, using core cells of each major subset that cross-mapped with mouse subsets, as well as manually gated bridge cells that link fLEC and cLEC in tSpace projections. Cells in the other human samples were classified by Pearson correlation using the 1000 most variable genes in the reference set.

### Immunostaining of Mouse LNs

Inguinal and popliteal mouse LNs were harvested from *Prox1*-*GFP* mice (33) and fixed in 0.8% paraformaldehyde (PFA) for 12 h at 4°C. After fixation, the LNs were placed in sucrose: 25% for 2 days, 50% for 2 days before embedding in OCT media (HistoLab), then snap frozen on dry ice. Frozen tissues were cryo-sectioned at a thickness of 8 μm and stored at −80°C. For fresh frozen tissue, LNs were harvested from wild-type C57BL/6 mice and cleaned in ice cold PBS, embedded in OCT media, and snap frozen on dry ice. For immunostaining, the sections were hydrated in Phosphate-buffered saline (PBS) and blocked with 10% donkey serum (Sigma) diluted in PBS for 20 min. After blocking, the sections were incubated with primary antibodies diluted in blocking buffer overnight at 4°C. Thereafter the sections were washed in PBS with 0.1% TritonX100 (Sigma) (PBSTX) and incubated with secondary antibodies diluted in PBSTX for 1 h at RT. The sections were counterstained with 4′,6-diamidino-2-phenylindole (DAPI) following additional washing in PBSTX and mounted in ProLong Gold Antifade Mountant (Thermofisher Scientific).

### Immunostaining of Human LNs

Human head and neck tumor-free LNs from cancer patients were received from the hospital immediately after the surgery, and embedded in OCT compound (Sigma) and frozen on dry ice. The collection was done under the license ETMK: 132/2016. A written informed consent was obtained from each individual donating tissue. The samples were kept anonymous and used with the permission of the Ethical Committee of Turku University Hospital. The LNs were sectioned at a thickness of 6 μm with a cryostat, and fixed with acetone at −20°C. The sections were incubated with 10% FCS for blocking, incubated with the primary antibodies diluted in 0.5% BSA in PBS overnight at 4°C. Thereafter, they were incubated with the secondary antibodies for 2 h at room temperature. Sections were washed with PBS and mounted with ProLong Gold Antifade Mounting medium with DAPI (Thermofisher Scientific).

Human biobank formalin-fixed and paraffin-embedded (FFPE) LNs from patients with ductal carcinoma *in situ* (non-invasive, non-metastatic cancer) were sectioned at 4 μm. The sections were deparaffinized and rehydrated in xylene and ethanol gradient, respectively. Antigens were retrieved by incubation in 1 mM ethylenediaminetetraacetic acid (EDTA) (Invitrogen) at 97°C for 20 min. The tissue was blocked in 5% donkey serum in PBS with 0.05% Tween20 (Sigma) (PBST) for 20 min. After blocking the sections incubated with primary antibodies diluted in blocking buffer overnight at 4°C. Thereafter the sections were washed in PBST and incubated with secondary antibodies diluted in PBST for 30 min at RT. The sections were counterstained with DAPI following additional washing with PBST and were mounted with ProLong Gold (Invitrogen) and #1.5 coverslips. The use of the biobank material was approved by the regional ethics committee in Uppsala.

### Antibodies

Primary antibodies for mouse antigens: anti-eGFP (Abcam, clone 7.1 and 13.1), anti-MAdCAM-1 (eBioscience, MECA-367), anti-LYVE-1 (ReliaTech, 103-PA50), anti-PD-L1 (BioLegend, 10F.9G2), anti-Marco (Bio-Rad, ED31), and anti-B220/CD45R (ebiosciences, RA3-6B2). Primary antibodies for human antigens in fresh frozen tissue: anti-PROX-1 (R and D, AF2727), anti-LYVE1 (Reliatech, 102-PA50), anti-CLEC4M (R and D, MAB162), anti-MARCO (Sigma, HPA063793), and anti-CD36 (Abcam, ab17044). Primary antibodies for human antigens in FFPE tissue: anti-PDPN (Dako, clone D2-40), anti-LYVE-1 (RnD Systems), anti-CCL21 (RnD Systems), anti-CD36 (HPA, Sigma-Aldrich), anti-STAB2 (HPA, Sigma-Aldrich), and anti-Claudin-5 (Invitrogen, clone 4C3C2). Secondary antibodies: donkey-anti-chicken AF488 (Jackson ImmunoResearch), donkey anti-rabbit Cy3 (Jackson ImmunoResearch), donkey anti-rabbit AF647 (Invitrogen), goat anti-rabbit AF546 (Invitrogen), donkey anti-rabbit AF555 (Invitrogen), donkey anti-mouse Cy3 (Jackson ImmunoResearch), donkey anti-mouse AF647 (Invitrogen), donkey anti-mouse AF594 (Invitrogen), donkey anti-goat AF488, AF555 and AF594 (Invitrogen), bovine anti-goat AF647 (Jackson ImmunoResearch), and donkey anti-rat AF488 and AF647 (Jackson ImmunoResearch).

### RNA *in situ* Hybridization

Inguinal mouse LNs were harvested from wild-type C57BL/6 mice following fixation with 2% PFA by heart perfusion. The tissues were embedded in OCT and snap frozen on dry ice. The tissues were cryosectioned at a thickness of 14 μm, dried at −20°C for 1 h and stored at −80°C. *In situ* hybridization (ISH) was performed using RNAscope Multiplex Fluorescent kit according to the manufacturer's instructions (Advanced Cell Diagnostics). Briefly, the sections were fixed in ice-cold 4% PFA for 15 min, rinsed in PBS and dehydrated with increasing concentrations of ethanol: 50, 70% and absolute ethanol for 5 min each. The sections were dried at RT and treated with protease IV for 15 min and rinsed in PBS. Thereafter the sections were incubated with the mouse probes: *Claudin5-C3, Stabilin1-C1, Bmp2-C2, Bmp4-C2, Ptx3-C1, Prox1-C2* in ACD HybEZ II hybridization system (Advanced Cell Diagnostics) at 40°C for 2 h. The remainder of the assay protocol was implemented following manufacturer's statement. For detection of the combinations *Ptx3-Prox1* and *Bmp4-Claudin5* we performed the RNAscope assay with amplification V2 Kit (Advanced Cell Diagnosis). The sections were counterstained with DAPI.

### Imaging

Images were obtained with Vectra Polaris™ Automated Quantitative Pathology Imaging System (Akoya Biosciences) and LSM 700 or LSM 880 confocal microscopes (Zeiss). Confocal objectives: Air objective plan apo N/A 0.45 (10x magnification); air objective plan apo N/A 0.8 (20x magnification); air objective plan apo N/A 0.95 (40x magnification). Analyses were performed with ImageJ software.

## Data Availability Statement

scRNA-seq raw data have been deposited to the NCBI Gene Expression Omnibus database under accessions GSE143877 and GSE145121. Datasets can be explored interactively at http://med.stanford.edu/butcherlab/data/scLEC.html and https://www.igp.uu.se/research/clinical_immunology/maria-ulvmar/.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Ethical Committee of Turku University Hospital. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the Animal Ethics Committees of Veterans Affairs Palo Alto Health Care System and Uppsala County Court.

## Author Contributions

MX performed bioinformatic analyses with contribution from KB. RG, AT, KB, and SN performed experiments. RG and TB performed mouse and human image analysis and illustration. AT performed human image analysis. MX, RG, MU, and EB wrote and edited the manuscript. JP contributed to the content. KB, TB, DD, AT, and SJ provided critical input and edited the manuscript. MV contributed advice. MU and EB directed the study.

## Conflict of Interest

MV is employed at the Integrated Cardio Metabolic Centre (KI), which is funded by AstraZeneca Ab. This affiliation does not pose any direct or indirect conflict of interest to the work described in this paper. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The contents of this publication do not represent the views of VA or the United States Government.

How the deposited data were processed for this re-analysis (not part of the article)

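The re-analysis covers the mouse 10x part of the study, with 3 libraries of LECs from axillary, brachial and inguinal LNs: untreated C57BL/6, untreated BALB/c, and BALB/c at 48 h after 5% oxazolone on the skin. Each library was pooled from 25 to 30 mice, so there is 1 replicate per condition. The SMART-seq2 cells, the imaging and the human samples were not analysed here.

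The files hold counts as deposited by the authors. As the paper's methods describe, reads were aligned and counted with Cell Ranger on the mm10 reference, and LECs were gated by hand on *Pdpn* and CD31 in the Loupe browser before the matrices were written. The gene annotation release is not named in the paper's text. The values are whole numbers from 0, not scaled or normalised, with 1 row per gene and 1 column per cell. They were taken as UMI counts, because the 10x kit carries UMIs and the totals per cell, from 711 to 12291, are of that size. The labels of the matrices call them raw read counts, and if they were reads the intervals would be too narrow. Every cell had more than 500 genes, above the minimum of 100 genes that the methods give, so that a stricter filter before deposition cannot be excluded, and genes found in fewer than 3 cells were left out of the clustering. Gene coordinates are those of the GENCODE annotation of the GRCm38 assembly.

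Depth differed between libraries. The total was 8998564 UMIs in the C57BL/6, 4568644 in the BALB/c and 2657176 in the oxazolone library, with medians of 2556, 4250.5 and 1847 UMIs and 1234.5, 1708.5 and 929 genes per cell. Cells with fewer than 1000 genes numbered 1079, 67 and 873. A level over all cells of a library has a limit of 3 counts where no UMI was found.

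Clusters were made in R 4.3.3 with Seurat 5.3.0. The 2000 most variable genes were chosen after leaving out 64 genes, those that the paper's statements name and those that tell the sexes apart. Counts were log-normalised to 10000 per cell, reduced to 30 principal components and clustered by the Louvain method on a shared nearest neighbour graph at resolution 0.8. The C57BL/6 library was clustered on its own, and the BALB/c libraries together after alignment with canonical correlation anchors. Marker lists, comparisons, held-out genes and most alternatives were set before the data were examined. The rule that turns markers into names was not. The folds of the clusters were inspected first, and 3 versions of the rule were then tried with their names in view under all settings. The first version asked for at least 3 markers, and 50% of those detected, at 1.5-fold or more with 5 CPM added, and the later ones for a level of at least 50 CPM as well. The last one, which was kept, no longer asks for 50% of the markers of the class, and leaves unnamed a cluster that also has at least 3 markers, and 50%, of a second class that leads no other cluster. A second class that leads another cluster does not remove a name, so the fLEC-like clusters 0 and 4 of C57BL/6 kept theirs with 6 and 4 of 7 Marco-LEC markers raised. With the main settings the versions differ in 1 cluster per clustering, which has markers of cLECs and of valve LECs. The cluster boundaries moved slightly when the number of threads of the numerical libraries was fixed, and the fixed number was kept because it gives the same clusters each time. A cluster with at least 80% of its cells from the oxazolone library, with the libraries weighted equally, was called Ox1-like if fLEC-like and Ox2-like if Ptx3-LEC-like.

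Everything else was computed in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, scanpy 1.11.5 and matplotlib 3.10.9. Levels are UMIs of a gene summed over the cells of a class per 1000000 UMIs (CPM). Intervals are 95% exact Poisson intervals for levels, exact binomial intervals for shares and exact conditional intervals for ratios. They cover counting error only, not differences between mice or libraries, and no test took cells as replicates. Doublets were called with Scrublet at an expected rate of 5% and kept. The genes named by a rule set beforehand are those of the paper's statements on LEC subsets and on oxazolone, the sex genes, and the 5 largest and 5 smallest ratios in each oxazolone comparison, among genes with at least 10 UMIs in both groups and 50 CPM in one; not every gene at these extremes is reported here. The genes by which the paper excludes other cell types were used only in marker lists. Other markers are named with those lists, and the leading genes of clusters, *Isg15* and *Pclaf* were chosen after their values were seen. Where a class had 0 UMIs, a ratio is a lower bound from 3 counts. The yardstick for differences between libraries is the ratio of untreated C57BL/6 to untreated BALB/c cells of the same class.

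Lists of ribosomal protein genes and of 36 interferon-induced genes were summarised by the median log2 ratio, with intervals from 200 Poisson resamples, and compared with 10000 random lists drawn from the 200 genes nearest in expression to each member. Intermediate cells were those at positions from 0.35 to 0.65 on the line between the mean profiles of a pair of classes. Their number was set against profiles drawn from the class means at the depth of each cell, with 5 drawn cells per cell. Cells were thinned to 1500 UMIs where depth was tested. On simulated counts, the 95% ratio interval held the true ratio in at least 94.25% of draws, and a list lowered by 0.5 on the log2 scale gave a median of -0.45. Lists simulated without a shift fell within the middle 95% of random lists in 90% of draws, so that the percentiles are somewhat too narrow.

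The alternatives were clustering with all variable genes, resolutions of 0.4 and 1.2, cells with at least 1000 genes, removal of called doublets, the mean of log-normalised values per cell, the BALB/c library in place of C57BL/6, merging without alignment, all cells of a class in place of the oxazolone-led clusters, scaling by the median ratio, 500 and 2000 genes in the correlations, wider positions, and cells of at least 3000 UMIs for sex. Chosen after seeing the data were the random seeds 1 and 2, the BALB/c library clustered on its own, the cLEC-like cluster led by *Ccl7* and *Emcn* left out, the unnamed cluster counted as cLEC-like, cells called female alone, and genes chosen by a mean of at least 50 CPM over both groups.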

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

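The tests on cluster 6 of the untreated BALB/c library and the comparisons of cells called female alone were chosen only after these results were seen.

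The interferon list was also higher under oxazolone in cLEC-like cells, a class for which the paper gives no such values and which it states to be less affected than fLECs. In the 204 cLEC-like cells of the oxazolone library over those of the untreated BALB/c library, the median log2 ratio of 28 genes of the list was 1.19 (1.11 to 1.47), above all 10000 random lists and below the 2.07 of fLEC-like cells. In Marco-LEC-like cells it was 1.44 (1.21 to 1.64). Free RNA from fLEC-like cells was argued against, because the list had a median level in cLEC-like cells of 73.5% of that in fLEC-like cells, while the 7 fLEC markers had 10.1%, from 0 for *Coch* to 65.2% for *Relb*. A different share of male cells is not the whole cause either, since cells called female alone (146 and 49 cells, 22 genes) gave 1.35. A difference between the libraries other than treatment cannot be told apart from a response, because each condition has 1 library. The C57BL/6 clusters 1 and 2 over the untreated BALB/c cells gave -0.23 for the list, which shows the size such a difference had between other libraries. A response of cLECs to interferon after oxazolone stays open as a possible explanation.

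Cells with high levels of interferon-induced genes were also found in the untreated BALB/c library, which the paper does not describe. In the 32 untreated cells of cluster 6, *Cxcl10* had 4436 CPM. The interferon list summed to 24079.6 CPM there and to 4787 in the other untreated cells, and *Isg15* had 2906 against 299 CPM. *Rsad2*, an interferon-induced gene, led the cluster, so high levels of such genes follow in part from how the cells were grouped. Carry-over of cells from the oxazolone library was argued against by sex, since 72.7% of the called untreated cells were male and 6.76% of the oxazolone cells of the same cluster were. These untreated cells also had 0 UMIs of *Ccl20*, which had 1022 CPM in the oxazolone cells of the cluster. Doublets were argued against by depth, with a median of 4658 UMIs against 4250.5 in the library, and by 3.13% of cells with UMIs of both sexes against 3.22% in the library. The cell cycle gene *Pclaf* had 6.71 CPM in the untreated and 199 in the oxazolone cells, so the alignment joined cells that differ. A basal interferon response in a few LECs is one possible explanation. The design gives no condition within this library, and no biological explanation was tested.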

How the results depend on the processing

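Seeds 1 and 2, the BALB/c library clustered on its own, the cLEC-like cluster led by *Ccl7* and *Emcn* left out, the cluster with valve markers counted as cLEC-like, cells called female alone, and genes chosen by a mean of both levels of at least 50 CPM were tests chosen only after the results were seen. The other alternatives had been planned. No paired analysis was possible because each condition has 1 replicate. Unless a cause is named, the cause of a change was not tested.

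Shares of cells depended on the clustering. With at least 1000 genes per cell, 47.1% of C57BL/6 cells were cLEC-like, 38.8% fLEC-like and 4.82% Ptx3-LEC-like, and 43.0% of BALB/c cells were Ptx3-LEC-like and 4.55% Marco-LEC-like. With all variable genes, 32.8% of C57BL/6 cells were fLEC-like, and of BALB/c cells 9.66% were cLEC-like, 40.0% Ptx3-LEC-like and 8.33% Marco-LEC-like. Resolution 0.4 gave 47.8% Ptx3-LEC-like and 0% Marco-LEC-like cells in BALB/c, since no cluster there was named for Marco-LECs, and resolution 1.2 gave 29.0% Ptx3-LEC-like cells. With random seed 1, 32.0% of C57BL/6 cells were fLEC-like. Merging without alignment, which was set as an alternative for the oxazolone comparisons alone, left 575 Ptx3-LEC-like, 3 cLEC-like and 0 Marco-LEC-like cells of untreated BALB/c. The BALB/c library clustered on its own had 26.9% cLEC-like, 28.4% Ptx3-LEC-like and 4.07% Marco-LEC-like cells. With the valve cluster counted as cLEC-like, by construction, the cLEC-like share was 48.5% in C57BL/6 and 17.6% in BALB/c.

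The number of contrasts between classes in the stated direction in C57BL/6, 43 of 44, was the same in every alternative except the BALB/c library, with 41. Of the single contrasts under the alternatives set beforehand, 263 stayed within the interval, 43 moved beyond it without a change of sign and 2 reversed, both in the BALB/c library. These were *Lyve1* in fLEC-like over cLEC-like cells, at -0.39 on the log2 scale, and *Ccl21a* in Ptx3-LEC-like over the other cells, at -0.25. Under the alternatives added later, 83 stayed and 5 moved.

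An Ox1-like cluster was found with the main settings, at resolution 1.2 and with seeds 1 and 2. With the libraries merged, nearly all cells separated by library, so that the fLEC-like cluster of 633 oxazolone and 4 untreated cells met the required share by construction and is no separate subset. There was none with all variable genes, at resolution 0.4, with at least 1000 genes or without doublets, and all fLEC-like cells were then compared. The median log2 ratio over genes in Ox1-like cells, 0.04, changed sign to -0.0150 with all variable genes, -0.0174 at resolution 0.4, -0.0165 without doublets, -0.0255 with the libraries merged and -0.0136 with all fLEC-like cells. It was 0.0949 with cells called female and 0.0532 with genes chosen by the mean of both levels. A median this near to 0 has no settled direction. In Ptx3-LEC-like cells the median was 0.0580 at resolution 0.4, 0.21 with at least 1000 genes and 0.16 with cells called female, against 0.09. Of the single genes of both comparisons, 167 values under those set beforehand stayed within the interval and 55 moved, and 56 and 8 did so under those added later, and no gene changed direction except *Lyve1*, whose ratios are near 1, with cells called female in Ox1-like cells and at resolution 1.2 in Ptx3-LEC-like cells.

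The median log2 ratio of the ribosomal protein genes in Ox1-like cells, -0.46, was -0.33 with all variable genes, without doublets and with all fLEC-like cells. It was -0.34 at resolution 0.4, -0.37 with at least 1000 genes, -0.54 with cells called female and -0.50 with scaling by the median ratio. In Ptx3-LEC-like cells it was -0.10 at resolution 0.4 and -0.10 with that scaling, against -0.01. The interferon list was 2.33 in fLEC-like cells called female, against 2.07, and 1.37 in Ptx3-LEC-like cells with at least 1000 genes, against 1.50.

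With cells of at least 3000 UMIs the male share was 16.5% in the C57BL/6 and 12.9% in the oxazolone library. Positions from 0.25 to 0.75 gave 5.01% and 2.62% of cells between cLEC-like and fLEC-like cells in C57BL/6 and BALB/c, and 14.7% and 10.1% between fLEC-like and Marco-LEC-like cells, since the window is wider by construction. The correlation of Ox1-like with fLEC-like cells stayed within 0.05 of 0.975 in the 3 alternatives that gave one.

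Several alternatives gave no value. No setting had an Ox2-like cluster, so its correlation was not computed and the comparison of all Ptx3-LEC-like cells is the main one. The correlation of Ox1-like cells had no value where no such cluster was found. Merging without alignment gave none for Ptx3-LEC-like cells, since only 3 oxazolone cells were left in that class, and the minimum of 20 cells on each side was set after this was seen. A cluster of 369 cells there, 352 of them from oxazolone, carried 2 of 6 Ptx3-LEC markers and stayed unnamed. Depth limits the sparse genes most, such as *Cd274* and *Lox*, and the oxazolone library, with a median of 1847 UMIs per cell, has the widest intervals.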

Differences from the paper's values

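The values that the paper states and that were computed here do not differ. The untreated libraries hold 4252 cells, and the correlation of Ox1-like with fLEC-like cells was 0.975 against the paper's 0.97. This correlation is high in part by definition, since only a fLEC-like cluster could be called Ox1-like. No value was obtained for the correlation of Ox2 with Ptx3-LECs, since no cluster was Ox2-like with any setting. The paper describes an Ox2 subset beside Ox1.

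Of 44 contrasts between classes drawn from the paper's statements, 43 had the stated direction in C57BL/6. The exception was *Stab2*, which the paper places high in both medullary subsets. Its ratio in Marco-LEC-like over cLEC-like cells was 0.908 (0.792 to 1.04), and no setting gave a ratio above 1. The paper states enrichment of *Smad1* and *Rgs4* in fLECs. In C57BL/6 their ratios to the next class were 1.06 (0.886 to 1.28) and 1.15 (0.942 to 1.41), and the BALB/c library gave 1.23 and 4.17. *Lyve1* is stated to be absent in cLECs and low in fLECs. In BALB/c cLEC-like cells had more of it, with a ratio of 0.764 (0.669 to 0.875) of fLEC-like to cLEC-like cells, and in C57BL/6 the ratio was 11.0. Cells of other classes among the BALB/c cLEC-like cells cannot be excluded as the cause. The oxazolone library had a ratio of 2.05 (1.67 to 2.54).

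*Foxc2* is stated to be high in candidate valve LECs. In C57BL/6 the cluster with valve markers had 84.8 CPM and cLEC-like cells 91.7, and no cluster was named for valve LECs alone. The BALB/c library gave 267 CPM in the corresponding cluster and 75.7 in cLEC-like cells. The paper describes rising *Cd274* along the bridge from cLECs to fLECs. In the 55 intermediate cells of C57BL/6 there was no UMI of it, at a depth where 3 counts or fewer cannot be excluded.

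Under oxazolone, the paper states that more genes fall than rise in Ox1 and Ox2. It counts only genes that pass limits of p-value and fold change. The shares here take all genes with enough UMIs, untested, and all Ptx3-LEC-like cells stand in for Ox2. By summed UMIs, 48.6% of genes had a ratio below 1 in Ox1-like and 45.3% in Ptx3-LEC-like cells. With genes chosen by the mean of both levels, after seeing the data, these shares were 47.7% and 45.1%. By the mean of log-normalised values per cell, 68.0% and 69.8% were lower, the direction of the paper. The paper states that *Lyve1* falls. Its ratio was 1.12 (0.967 to 1.29) in Ox1-like and 0.961 (0.889 to 1.04) in Ptx3-LEC-like cells, and 1.255 (1.14 to 1.39) in all fLEC-like cells. It fell in the unnamed cluster 6, with 0.445 (0.373 to 0.530), and in cLEC-like cells, with 0.467 (0.370 to 0.585), rose in the unnamed cluster 4, with 2.54 (1.74 to 3.78), and was 1.001 (0.867 to 1.15) in Marco-LEC-like cells. With cells called female alone, a setting chosen after seeing the values, the Ox1-like log2 ratio was -0.08.

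*Ccl2* is stated to rise in Ox2 and *Ccl5* in Ox1. The *Ccl2* ratio was 182 (70.1 to 676) in Ox1-like and 8.85 (5.17 to 15.8) in Ptx3-LEC-like cells, and its level 387 and 136 CPM. In cluster 6, whose profile was closest to Ptx3-LEC-like cells (Pearson correlation 0.947), the level was 960.1 CPM, above that in Ox1-like cells, and the ratio 143 (25.4 to 5676). Whether cluster 6 is the paper's Ox2 was not settled. If it is, *Lyve1* in Ox2 and the level of *Ccl2* have the stated direction. So do the cluster's ratios of *Cxcl9* (19.3), *Psme2* (2.69), *Stab2* (0.217), *Tgfbi* (0.397), *Csf1* (0.516), *Ltb* (0.360) and *Cldn5* (0.554). *Cxcl10* and *Irf7* had ratios of only 1.245 and 1.53 to the untreated cells of the cluster. The paper's control for Ox2 is untreated Ptx3-LECs. Untreated Ptx3-LEC-like cells had 174 CPM of *Cxcl10* and 176 of *Irf7*, and oxazolone cells of cluster 6 had 5522 and 1172. *Ccl20*, *Ccl5* and *Ubd* would then not have the stated direction. *Ccl20* went from 0 to 231 UMIs there, at least 50.8-fold, and *Ccl5* from 0 to 30, at least 6.59-fold. *Ubd* had a ratio of 4.07 (2.19 to 8.22). The *Ccl5* ratio was 38.8 in Ox1-like cells and, from 9 and 3 UMIs, 9.17 (2.29 to 52.6) in Ptx3-LEC-like cells. Its oxazolone level was 226 CPM (187 to 272) in Ox1-like cells and 272 (202 to 358) in cluster 4. The paper states that *Ccl20* rises in Ox1 and not in Ox2 and that *Ubd* rises in Ox1. *Ccl20* had a ratio of 15.3 (7.38 to 35.5) in Ptx3-LEC-like cells too, at 112 CPM against 22465 in Ox1-like cells. It went from 7.97 to 111 CPM in cLEC-like cells, nearly the same level, and to 2032 in Marco-LEC-like cells. Over all cells it went from 1077 to 11892 CPM. A background of free RNA therefore cannot be excluded as the source of the rise in Ptx3-LEC-like cells. *Ubd* had 1.93 (1.37 to 2.69) in Ptx3-LEC-like cells, beside a yardstick of 0.151. Ribosomal genes are stated to fall. Their median log2 ratio was -0.46 in Ox1-like and -0.01 (-0.05 to 0.04) in Ptx3-LEC-like cells, where 0.16% of random lists were as low and the share of UMIs went from 20.8% to 17.9%, and -0.10 in the latter at resolution 0.4 and with scaling by the median ratio.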

Other observations

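The test of the ribosomal genes between untreated libraries, the tests of the deeper cells on the lines between classes, the choice of genes by the mean of both levels and the comparisons of cells called female alone were chosen only after the results were seen. The limits by which the doublet tests and the shared library test were read were also set after their values had been seen.

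Cells between cLEC-like and fLEC-like cells in C57BL/6 may be doublets in part. Their median was 2620 UMIs, between those at the ends (2611 and 2970), which argues against 2 cells in 1 droplet as the whole cause. UMIs of both sexes were found in 10.9% of them (4.11 to 22.2%), above the 0.378% and 1.07% at the ends, so that some of them are likely doublets. How many was not estimated. Doublets of 2 cells of the same sex do not show in this way, and 13.2% of the called C57BL/6 cells were male. The share of doublets can therefore be well above 10.9%. Scatter of shallow cells was argued against, since the deeper cells had 2.16% intermediate cells and the shallower ones 2.25%, and profiles drawn at the depth of each cell gave 0%. A biological transition stays open.

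Cells between fLEC-like and Marco-LEC-like cells in C57BL/6 had a median of 2178.5 UMIs (ends 2951 and 2351) and 1.82% had UMIs of both sexes (ends 0.925% and 0.373%), which argues against doublets as the whole cause in that library. In BALB/c doublets stay open, since the 27 intermediate cells had a median of 5544 UMIs (ends 4776 and 4685) and 21 were left without the cells called doublets. Scatter of shallow cells stays open, since 9.47% (7.44 to 11.8%) of the shallower and 5.62% (4.06 to 7.54%) of the deeper cells were intermediate. Profiles drawn from the class means gave 0.110%, which assumes that each class is uniform. Free RNA between the classes was not tested. A biological transition also stays open.

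The number of genes that fall in Ox1-like cells depended on the measure. By the mean of log-normalised values 68.0% of genes were lower, and with all cells thinned to 1500 UMIs 48.6% were. Fewer UMIs per cell in the oxazolone library are therefore a likely cause of the excess of lower genes by that measure. The thinning left out 25 Ox1-like and 2 untreated cells. In Ptx3-LEC-like cells it took the share from 69.8% to 45.6%, with 134 of 247 oxazolone and 331 of 341 untreated cells left, so that this value describes the deeper oxazolone cells. With genes chosen by the mean of both levels, the thinned shares were 47.9% and 45.2%. The share of male cells was not the cause, since cells called female gave 65.8%. A few induced genes taking UMIs from the rest could not be judged from the median of summed UMIs, which was not below 0 to begin with. The 141 genes with a log2 ratio of at least 2 took 10.8% of UMIs in Ox1-like and 1.38% in untreated cells, and without them in the totals the median was 0.12.

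Ribosomal protein genes were lower in Ox1-like than in untreated fLEC-like cells. Reads counted for pseudogenes in their place do not account for the fall. The log2 ratio of the share of UMIs was -0.58 with 21 pseudogenes added and -0.60 without. Pseudogenes took 0.127% of UMIs in untreated fLEC-like and 0.353% in Ox1-like cells. Reads that match both a gene and a pseudogene can be lost from both counts, so this cause stays open. A difference between libraries other than treatment cannot be told apart from a response, with 1 library per condition. Untreated C57BL/6 over BALB/c cells gave -0.12 for the same genes, also below all random lists. In cLEC-like cells the median under oxazolone was 0.07, and 6.17% of random lists were as low. In Marco-LEC-like cells it was -0.10, below all random lists, which had a median of 0.279. The untreated strains gave -0.18 in that class, also below all random lists. A response to interferon, which the paper proposes, was not tested apart from the library.

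The oxazolone ratios of fLEC-like cells resembled the ratios between the untreated strains, with a Pearson correlation across 2761 genes of 0.467. Groups drawn without any difference between libraries other than counting gave 0.554, since both ratios divide by the same untreated BALB/c cells. Counting error of that shared library is therefore a possible explanation of the whole correlation.

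Among the extremes, *Fabp5* (45.5) and *Serping1* (43.7) followed *Cxcl9* in Ox1-like cells, and *Gadd45g* (28.1) and *Plac8* (25.8) in Ptx3-LEC-like cells. *Jund* was among the 5 smallest ratios in both, with 0.141 in Ox1-like and 0.0772 in Ptx3-LEC-like cells. In fLEC-like cells its ratio between the untreated strains was also low, 0.268. In the oxazolone library 38 of the 44 contrasts between classes had the stated direction, 27 with an interval above 1. In untreated BALB/c cells *Ccl21a* had 184 CPM in Ptx3-LEC-like and 219 in fLEC-like cells, a ratio of 0.841 (0.712 to 0.991).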
